# Comparative transcriptome analysis provides insights into the molecular mechanisms of high-frequency hearing differences between the sexes of *Odorrana tormota*

**DOI:** 10.1186/s12864-022-08536-2

**Published:** 2022-04-12

**Authors:** Zhuo Chen, Yao Liu, Rui Liang, Chong Cui, Yanjun Zhu, Fang Zhang, Jie Zhang, Xiaohong Chen

**Keywords:** *Odorrana tormota*, High-frequency hearing, Adaptation, Sex dimorphism, Transcriptome

## Abstract

**Background:**

Acoustic communication is important for the survival and reproduction of anurans and masking background noise is a critical factor for their effective acoustic communication. Males of the concave-eared frog (*Odorrana tormota*) have evolved an ultrasonic communication capacity to avoid masking by the widespread background noise of local fast-flowing streams, whereas females exhibit no ultrasonic sensitivity. However, the molecular mechanisms underlying the high-frequency hearing differences between the sexes of *O. tormota* are still poorly understood.

**Results:**

In this study, we sequenced the brain transcriptomes of male and female *O. tormota*, and compared their differential gene expression. A total of 4,605 differentially expressed genes (DEGs) between the sexes of *O. tormota* were identified and eleven of them were related to auditory based on the annotation and enrichment analysis. Most of these DEGs in males showed a higher expression trend than females in both quantity and expression quantity. The highly expressed genes in males were relatively concentrated in neurogenesis, signal transduction, ion transport and energy metabolism, whereas the up-expressed genes in females were mainly related to the growth and development regulation of specific auditory cells.

**Conclusions:**

The transcriptome of male and female *O. tormota* has been sequenced and de novo assembled, which will provide gene reference for further genomic studies. In addition, this is the first research to reveal the molecular mechanisms of sex differences in ultrasonic hearing between the sexes of *O. tormota* and will provide new insights into the genetic basis of the auditory adaptation in amphibians during their transition from water to land.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08536-2.

## Background

Acoustic communication is widespread and essential in many tetrapods (e.g., frogs, birds and mammals) [1, 2]. The auditory system is responsible for detecting and processing airborne sound signals, which is important for survival and reproduction of terrestrial vertebrates [3]. Generally, the auditory system includes the outer ear (the auricle and auditory canal), the middle ear (the tympanic membrane, malleus, incus and stapes), the inner ear (the cochlea and vestibular organs), the auditory nerve, the auditory cortex and other brain areas involved in sound processing [4]. The effective detection and transmission of sound signals via the auditory system facilitate the acoustic communication [5–7]. However, the ambient noise could affect the transmission efficiency of sound signals in many vocal vertebrates due to the overlapping sound waves (e.g., frequency and amplitude) with animal sound [8, 9]. To minimal masking background noise, some animals (e.g., whales, dolphins, bats and rodents) evolved ultrasonic communication [10]. Ultrasonic communication benefits these animals via enhanced signal-to-noise ratio, avoidance of eavesdropping by predators or prey, and increased energetic efficiency [11, 12].

Generally, most anuran amphibians (i.e., frogs and toads) produce repetitive, highly stereotyped calls containing frequency components between ~ 100 Hz and 5–8 kHz [13–16]. However, electrophysiological recordings and acoustic playback experiments showed that three frog species (i.e., *Odorrana tormota*, *Huia cavitympanum* and *Odorrana graminea*) can detect ultrasound (≧20 kHz) and use ultrasonic vocalizations for intraspecific communication [14, 17, 18]. Several hypotheses based on the comparison of habitats and morphologies were put forward to explain their ultrasonic adaptation [14, 15, 19]. All the three species inhabit rapid-flowing montane streams, and the evolution of ultrasound communication might be the adaptation to the intense, predominately low-frequency ambient noise from nearby streams and waterfalls [15]. The recessed tympana evolved in *O. tormota* and *H. cavitympanum* might aid their reception of ultrasound, whereas the tympanic membranes are not recessed in *O. graminea* [14]. Additionally, the closed state of the Eustachian tubes might facilitate the transmission of the ultrasonic from the middle ear to the inner ear in *O. tormota* [19].

The concave-eared torrent frogs (*O. tormota*), one of the endemic odorous frogs in China, is the first non-mammalian vertebrate demonstrated to communicate with ultrasonic frequencies (≧20 kHz) [17]. Calls of *O. tormota* contain an audible dominant frequency ranged from 5–7 kHz as in other frogs, but they also contain prominent ultrasound harmonics [17, 18]. Evidences suggested that only males of *O. tormota* have evolved the ultrasonic communication capacity and the upper frequency limit of the male could reach to 34 kHz, whereas females exhibit no ultrasonic sensitivity and the upper frequency limit of the female was at ~ 16 kHz [20]. Males of *O. tormota* can detect and use ultrasound to avoid masking by the wideband stream noise, communicate during male-male territorial interactions, accurately locate and attract females during the breeding season [17, 21]. The morphological difference that the tympanic membrane is recessed in males but not in females might explain the high-frequency hearing sexual polymorphism at some extent [22]. In addition, the thinner tympanic membrane and lower mass ossicles of males than females might contribute to the ultrasonic hearing in males [20]. However, the genetic changes underlying the high-frequency hearing differences between the sexes of *O. tormota* are still poorly documented.

Evidences indicated that the superior olivary nucleus (SON) in the hindbrain and principal nucleus of the torus semicircularis (Ptor) in *O. tormota* were considered as the high-frequency sensitive domains based on the expression analysis of *egr-1* via ultrasound-only call treatment [23]. Previous studies also suggested that different expression patterns of the key genes involved in the reception and transmission of auditory signals in the brain can influence the high-frequency hearing sensitivity [24, 25]. For example, the higher expressions of *TMC1* and *Otof* genes in the brain are essential for high-frequency hearing in echolocating bats and toothed whales [24, 25]. In addition, recent high-throughput RNA-Sequencing (RNA-Seq) technologies provided us a large-scale platform to address the molecular mechanisms underlying the adaptive evolution of particular phenotypes in non-model organisms [26–28]. For example, Sun et al. (2020) found that the expression level of *FBXL15* gene played an important role in changing the call frequency of horseshoe bats based on comparative transcriptome analysis [27].

In this study, we sequenced and de novo assembled the brain transcriptome of male and female *O. tormota* using next-generation sequencing technology. Our objectives were to: 1) compare the differential gene expression profiles between sexes of *O. tormota*; 2) analyze the biological information regarding the transcriptional profiles of the brain; 3) identify the candidate genes involved in the high-frequency hearing difference between sexes of *O. tormota*. The assembled transcriptome sequences will expand the genetic information for functional genomic studies of *O. tormota*. This is the first research to reveal the molecular mechanisms of sex differences in ultrasonic hearing between the sexes of *O. tormota* and will provide new insights into the genetic basis of the auditory adaptation in amphibians during their transition from water to land.

## Results

### Transcriptome sequencing and de novo assembly of *O. tormota*

To exclude the individual difference, we randomly mixed different individuals of the same sex. 

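Brain RNA of *O. tormota* was sequenced in 4 pooled libraries. M1 and M2 each held equal amounts of RNA from 4 males, and F1 and F2 each held equal amounts from 2 females, so the spread between libraries of one sex is a spread between pools (n = 2 per sex). The number of frogs per pool goes with sex, so the 2 cannot be told apart in any comparison of the sexes. The paper reports 64310120 clean reads for F1, 64333040 for F2, 64548500 for M1 and 64382860 for M2. The authors assembled the reads of all libraries with Trinity and TGICL, aligned the clean reads of each library to the unigenes with Bowtie2 and gave abundance as FPKM. The sample labels name cutadapt, FastQC, Salmon and edgeR for this work, without versions. The deposited table holds FPKM values and no read counts, so the depth behind a single value is unknown, and a unigene listed at 0 is reported as that. The FPKM values summed to 669260 in F1, 701492 in F2, 717478 in M1 and 696316 in M2. The number of unigenes above 0 was 136730, 134587, 151756 and 148985 in the same order. The 10 most abundant unigenes held from 8.29% of the FPKM in F1 to 10.1% in M1. For the comparison of the sexes, log2(FPKM + 0.5) of the 51457 unigenes with at least 1 FPKM in at least 2 libraries was fitted with limma with a mean-variance trend and sex as the only term. Differences are given as female minus male on the log2 scale, and p values were adjusted by the Benjamini-Hochberg method over all unigenes tested. Simulated libraries of the same design had 200 changed unigenes and no floor at 0 FPKM. There, this test called 0 of 50 unigenes changed 2-fold, 0 of 50 changed 4-fold, 18 of 50 changed 16-fold and 25 of 50 changed 64-fold. These rates can differ with another number of changed unigenes or with values near 0. An exact permutation test of 2 pools against 2 cannot give a p below 0.333 and was not used. The DEGseq test named by the paper works on reads and was not repeated.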

Two male (named M1 and M2) and two female (named F1 and F2) groups of *O. tormota* were randomly divided and used for de novo transcriptome sequencing. Illumina sequencing of all samples produced over 257 million paired-end raw reads, of which 64,310,120 reads for F1, 64,333,040 reads for F2, 64,548,500 reads for M1 and 64,382,860 reads for M2. After the removal of low-quality reads, poly-N-containing reads and adapters, 99.99% of the raw reads were generated as clean reads for each sample, suggesting the high quality of the sequencing data. The Q30 value of the four samples varied from 96.03% to 96.68% and the overall G/C content was 44.00% for each sample. The statistics of sequencing are summarized in Table 1. All raw sequence reads data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSM5691958, GSM5691959, GSM5691960, and GSM5691961.

**Table 1:** Statistics of the sequencing for *Odorrana tormota* transcriptome

Sample	Clean reads	Valid ratio (base)	Q30 (%)	GC content (%)
F1	64,310,120	99.99%	96.68%	44%
F2	64,333,040	99.99%	96.28%	44%
M1	64,548,500	99.99%	96.26%	44%
M2	64,382,860	99.99%	96.03%	44%

Due to the lack of reference genome of *O. tormota*, we de novo assembled the transcriptome and used it as a reference for subsequent analysis. The high-quality clean reads for all the samples mentioned above were used for de novo transcriptome assembly of *O. tormota*. 

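Unigenes of hearing genes differed widely in length. The unigene of *CDH23*, a cadherin of the hair cell tip link, was 12025 bp long, that of *OTOF*, a calcium sensor of hair cell synapses, was 8983 bp and that of *SOX10* was 4587 bp. The unigene of *TIMM13*, a mitochondrial import protein, was 389 bp, close to the shortest length of 301 bp. Of the 197684 unigenes in the deposited table, 36696 were at least 1000 bp long. Their summed length was 157701332 bp.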

Finally, a set of 197,685 unigenes with an average length of 797.76 bp and N50 (sequence length of the shortest transcript at 50% of the total genome length) value of 1,006 bp was obtained (Additional file 2: Table S2). The longest unigene was 26,449 bp and the detailed length distribution of all unigenes is shown in Additional file 3: Fig. S1. Among the total number of clean reads from the four samples in this study, 83.31% to 84.21% were successfully mapped against the assembled unigenes. In addition, the percentage of the unique mapping reads of the clean reads to the assembled unigenes ranged from 68.48% to 70.20% (Additional file 4: Table S3).

### Functional annotation

The unigene functional annotations were conducted with a 10^–5^ e-value cut-off value based on the alignment to the five public databases, i.e., non-redundant protein sequence database (NR), the manually annotated and reviewed protein sequence database (Swiss-Prot), the eukaryotic Ortholog Groups (KOG), The Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO). Approximately 26.22% (51,832 of 197,685) unigenes were significantly matched with one or more of the five databases (Table 2). Among them, a total of 49,222 unigenes (24.90%) were annotated against the NR database. 

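Annotated unigenes were more often expressed than the assembly as a whole. Of the 51831 unigenes with an annotation in the deposited table, 16997 (32.8%) had at least 1 FPKM in at least 2 libraries, against 26.0% of all unigenes. Among the annotated unigenes past this filter, 1217 were over 2-fold higher in the mean of the male pools and 373 were over 2-fold higher in the mean of the female pools. By database, 1101 unigenes annotated in NR were over 2-fold higher in males and 354 in females. For Swiss-Prot these numbers were 1114 and 318, for KOG 812 and 212, and for KEGG 594 and 141. By best NR match they were 235 and 226 for an amphibian and 581 and 39 for a bird.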

The species distribution of NR BLAST matches is shown in Additional file 5: Fig S2, and the top three matched species were *Xenopus tropicalis* (42.34%), *Gallus gallus* (9.80%) and *X. laevis* (7.48%).

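Unigenes that best matched *Xenopus* were found alike in all libraries, whereas those that best matched *G. gallus* were found nearly only in males. Of the 20842 unigenes that best matched *X. tropicalis*, 108 were over 2-fold higher in males and 157 in females. Of the 4823 that best matched *G. gallus*, 345 were over 2-fold higher in males and 1 in females. Chicken-matched unigenes (the genus *Gallus*) were above 0 FPKM for 2.22% in F1, 2.24% in F2, 89.5% in M1 and 94.1% in M2. Unigenes with a plant protein as their best Swiss-Prot match were above 0 for 27.3% in F1, 22.1% in F2, 70.0% in M1 and 81.2% in M2. The reverse was seen for 1010 unigenes with a mouse protein as their Swiss-Prot match and with a higher E-value in NR or no NR match. Of these, 79.6% were above 0 in F1, 74.8% in F2, 38.6% in M1 and 44.9% in M2. The 1013 unigenes with a human match by the same rule leaned the same way. Among them, 800 were above 0 in F1, 703 in F2, 534 in M1 and 574 in M2. Amphibian-matched unigenes ranged from 84.9% in F1 to 88.6% in M1. The match gives the nearest protein in a database and does not by itself name the organism that a unigene came from.

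**Figure D1:**
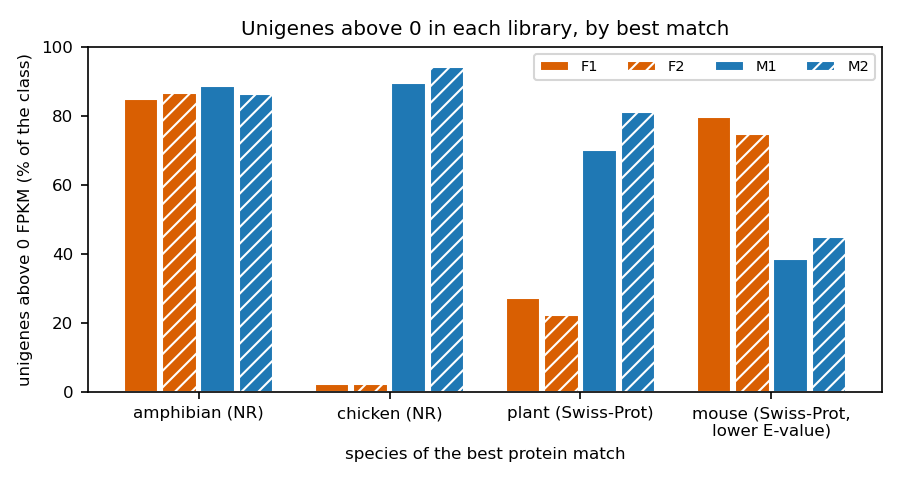
Percent of unigenes above 0 FPKM (vertical axis) in each of the 4 libraries (bars, F1 and F2 orange, M1 and M2 blue, the second pool of a sex hatched), by species group of the best protein match (horizontal axis). Amphibian-matched unigenes stand at 84.9% or more in every library, while chicken-matched and plant-matched unigenes are higher in both male pools and mouse-matched unigenes in both female pools.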

**Table 2:** Summary of the unigenes annotated in different databases

Database	Annotation number	Annotation ratio
NR	49,222	24.90%
SWISSPORT	41,085	20.78%
KOG	29,476	14.91%
KEGG	14,938	7.56%
GO	37,239	18.84%

The KOG annotation analysis showed that 14.91% (29,476 of 197,685) annotated unigenes was classified into 25 KOG categories. Among them, the largest group was “General function prediction”, followed by “Signal transduction mechanisms” and “Posttranslational modification, protein turnover, chaperones” (Additional file 6: Fig. S3). Additionally, 18.84% (37,239 of 197,685) unigenes were categorized into 64 subcategories of GO terms under three major categories: Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). The predominant group in each of BP, CC and MF was cellular process (27,666 unigenes, 74.29%), cell (28,203 unigenes, 75.73%), and binding (24,561 unigenes, 65.95%), respectively (Fig. 1).

**Fig. 1:**
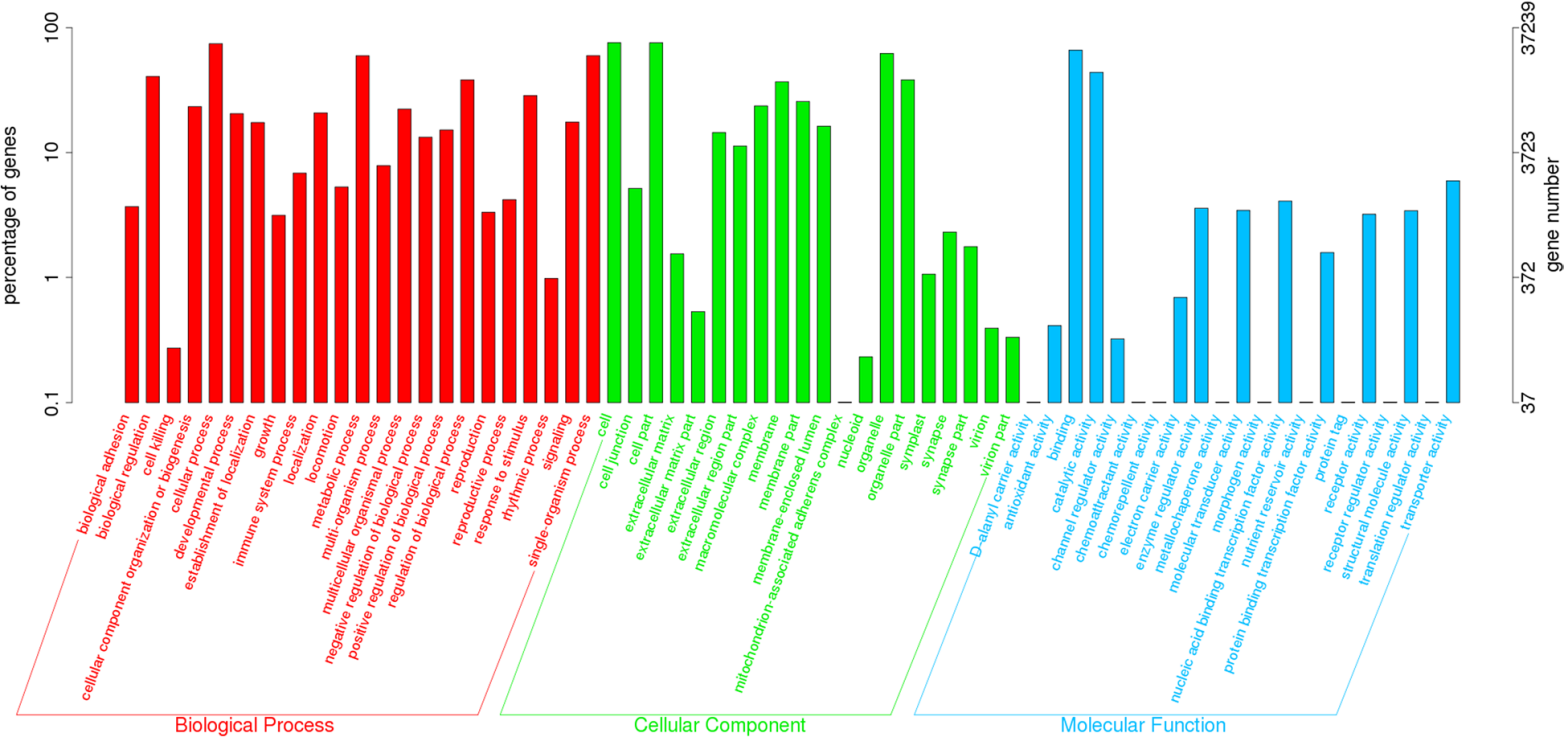
Gene Ontology (GO) classification of the assembled unigenes. Three main GO categories were shown in different colors (Red: Biological Process, Green: Cellular Component, Blue: Molecular Function). The GO terms name were shown at the horizontal axis, the gene number and percentage of unigenes were given at the vertical axis

To further understand the biological functions and interactions of the transcripts, a total of 14,938 unigenes were mapped to 354 KEGG pathways and assigned to six major categories: Cellular Processes, Environmental Information Processing, Genetic Information Processing, Human Diseases, Metabolism and Organismal Systems. The most abundant category was “signal transduction”, followed by “infectious diseases”, “cancers”, “endocrine system”, and “nervous system” (Fig. 2). These annotation and predicted pathways will aid the understanding of the gene function in *O. tormota*.

**Fig. 2:**
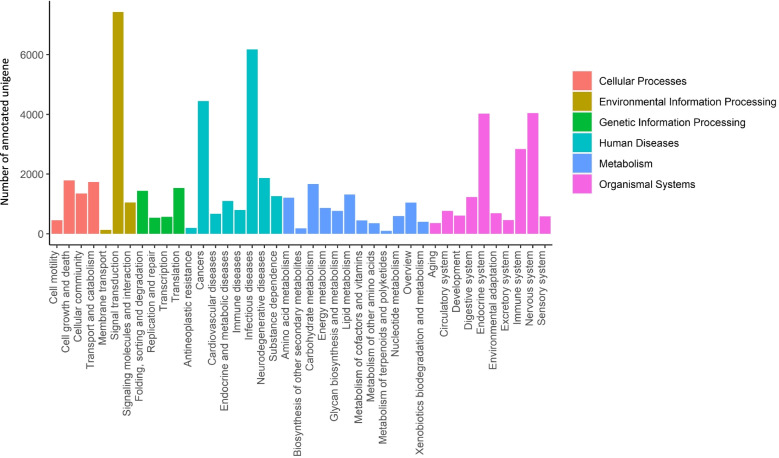
Histogram of KEGG pathway annotation of the unigenes in *O. tormota*. The six main KEGG classifications were shown in different colors as shown at the right side. The x-axis and y-axis represent the annotated pathway and the number of annotated unigenes, respectively

### Identification and analysis of differentially expressed genes (DEGs)

To identify DEGs between different groups, the fragments of exon per kb per million fragments (FPKM) algorithm was used to compare relative transcript abundance in each unigene. The hierarchical clustering analysis revealed that the DEGs in the same gender have higher similarity and formed a sister-group relationship (Additional file 7: Fig S4), although 4,846 and 5,314 DEGs were identified between F1 and F2, M1 and M2 groups, respectively (Additional file 8: Table S4). 

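Pools of one sex differed in genes of tissues that adjoin the brain. Prolactin (*PRL*) stood at 10.1 FPKM in F1 and 1990 FPKM in F2, growth hormone (*GH*) at 2.93 and 989, and the glycoprotein hormone alpha chain (*CGA*) at 9.64 and 1351. The muscle creatine kinase *CKM* was 0.875 FPKM in F1 and 244 in F2. In males, the keratin *KRT12*, named after its values were seen, was 120 FPKM in M1 and 0.627 in M2, and *POMC*, the precursor of corticotropin, was 1059 and 168. Between F1 and F2, 7358 unigenes were over 2-fold apart after 0.5 was added to each FPKM, 3301 of them higher in F1. Between M1 and M2, 5982 were over 2-fold apart, 3659 of them higher in M1. These comparisons of 1 library with 1 library have no replicates and were not tested. Across the unigenes past the filter, which are not independent replicates, Pearson's r of log2(FPKM + 0.5) was 0.899 for F1 with F2 and 0.912 for M1 with M2, and 0.861 to 0.881 for a female with a male pool. Average-linkage clustering on 1 - r joined each pool with the other pool of its sex. With a mean of at least 5 FPKM, a filter set beforehand, the highest r between the sexes exceeded the lowest r within a sex. Among amphibian-matched unigenes alone, a choice made after seeing the data, F2 joined M1 and M2 and F1 stood apart, with r of 0.933 for F1 with F2, 0.958 for M1 with M2 and up to 0.946 between the sexes.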

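More unigenes stood higher in males than in females, but no unigene passed the test of the difference. A tubulin beta unigene (comp46514_c1_seq1), part of the microtubule, was listed at 0 in both female pools and at 39.6 FPKM in M1 and 56.3 FPKM in M2. A beta hemoglobin unigene (*HBB*, comp47776_c0_seq1) showed the reverse, with 256 and 131 FPKM in F1 and F2 and at most 2.19 in M1 and M2, and a chimpanzee protein as its Swiss-Prot match. Between the means of the sexes, 5161 unigenes were over 2-fold apart, 3454 (66.9%) higher in males and 1707 higher in females. With a mean of at least 5 FPKM this was 308 (51.2%) higher in males and 294 higher in females. With quantile normalization it was 2948 (56.6%) higher in males and 2258 higher in females. By best NR match, 2353 of the male-high unigenes had no match, 581 matched a bird and 235 an amphibian, and 251 had a plant protein as their Swiss-Prot match. Of the female-high unigenes, 1353 had no NR match, 226 matched an amphibian, 39 a bird and 21, by Swiss-Prot, a plant. limma called 0 unigenes at an adjusted p under 0.05 (smallest 0.110). At an unadjusted p under 0.05 there were 6238, 4070 of them higher in males, where chance gives 2573. Both male pools lay above both female pools for 11753 unigenes and both female pools above both male pools for 9857, where chance gives 8576 in each direction. Without M1 limma called 1373 unigenes and without M2 1385, with the lone male pool taken to vary like the female pools, and 1346 of each were listed at 0 in both female pools. Without a trend it called 1251. The number over 2-fold apart rose to 7903 without F2, and without M1 the male share was 49.3%.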

We further explored the DEGs between male and female groups, and a total of 4,605 significantly DEGs were identified. Among these DEGs, 1,140 genes showed significantly higher expression levels in females than those in males, whereas 3,465 genes showed significantly lower expression levels in females than those in males (Additional file 9: Table S5).

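The named unigenes with the smallest p in each direction fell into a few groups, and each had an adjusted p of 0.110 in limma. Higher in females were blood and liver proteins: transthyretin (*TTR*) at 6.50 and 5.92 FPKM in F1 and F2 against 0.107 and 0.209 in M1 and M2, albumin (*ALB*) at 21.4 and 15.7 against 0 and 0.637, and the lipid carriers *APOE*, *APOA2* and *APOC1* with differences of 3.97, 4.04 and 3.31. *FABP1*, a fatty acid carrier of the liver, was 4.82 and 4.16 FPKM in the female pools and listed at 0 in the male pools. The best Swiss-Prot match of these 6 unigenes was a mouse protein. The mitochondrially encoded *MT-CO3* (comp45257_c0_seq1), *MT-CO2* (comp245890_c0_seq1) and *MTCO1* (comp151208_c2_seq3), subunits of cytochrome c oxidase, were also higher in females, by 3.90, 3.99 and 3.79. The *MT-CO3* and *MTCO1* unigenes among these also had a mouse protein as their Swiss-Prot match. The most abundant unigenes of *MT-CO3* and *MT-CO1*, with a frog match and at 6925 FPKM or more in each library, differed by -0.083 and -0.037. That of *MT-CO2* (comp44163_c0_seq1) was far lower and matched another frog genus, *Fejervarya*. It was 0 and 1.26 FPKM in F1 and F2 and 27.2 and 19.7 in M1 and M2, a difference of -4.656. A unigene that matched a plant *ARG2* was 4.37 and 2.91 FPKM in females and listed at 0 in both male pools. The amphibian-matched *HSDL2*, a dehydrogenase of peroxisomes, was 16.6 and 18.1 FPKM in the female pools and 7.27 and 6.83 in the male pools, a difference of 1.24 (SE 0.13). Higher in males, and listed at 0 in both female pools, were a tubulin beta (comp47160_c0_seq1) at 23.9 and 29.2 FPKM in M1 and M2, the tubulin-binding *TPPP2* at 16.2 and 19.2, the lactate dehydrogenase *LDHB* at 8.33 and 9.91, the ribosomal proteins *RPS12* at 8.91 and 10.5 and *RPS29* at 8.56 and 7.89, and a plant defensin-like unigene (AT2G03931) at 8.44 and 8.59. Other unigenes of *MT-CO3*, *MT-CO2*, *MT-CO1* and *MT-ATP6* were listed at 0 in both female pools and at 8.79 FPKM or more in the male pools. Brain creatine kinase (*CKB*) was 0 and 0.0288 in the female pools against 12.9 and 15.9. *TPPP2*, *LDHB*, *CKB* and these mitochondrial unigenes best matched a chicken or its relative *Gallus lafayetii*.

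Among 25 gene lists and GO terms, camera called 5. Immediate early genes, which neurons switch on with activity, were higher in females (15 tested, median 0.70, adjusted p = 2.16e-05). *JUN* was 44.3 and 43.8 FPKM in F1 and F2 and 12.9 and 26.9 in M1 and M2, *ARC* was 36.8 and 25.1 against 18.4 and 14.9, and *JUNB* was 19.0 and 38.1 against 19.6 and 13.6. *JUN*, *ARC* and *NPAS4* had an unadjusted p under 0.05 in limma, and 5 of the 15 were over 2-fold higher in females. Liver secreted proteins were higher in females (7 tested, median 2.56, adjusted p = 4.14e-06), with transferrin (*TF*) at 3.87 and 2.71 FPKM against 0.0163 and 0.129 and *AHSG* at 5.29 and 3.63 against 0 and 0.224, both with a mouse protein as their Swiss-Prot match. Heat shock proteins were higher in females with 1 unigene per gene (17 tested, median 0.31, adjusted p = 0.0206), while with all 32 unigenes of these names the test lay on the male side (median 0.02, adjusted p = 0.360); the endoplasmic reticulum chaperone *HSPA5*, named after its values were seen, was 81.5 and 85.4 FPKM against 54.1 and 50.5, while the abundant *HSPA8* was 521 and 590 against 625 and 606. The cartilage list was higher in females (8 tested, median 0.58, adjusted p = 0.0206) and the myelin list was higher in males (12 tested, median -0.30, adjusted p = 0.0392), with myelin basic protein (*MBP*) at 905 and 811 FPKM in the female and 1151 and 856 in the male pools. With an estimated correlation no list was called, and the adjusted p = 0.453 for the liver and immediate early lists, adjusted p = 0.576 for the cartilage and heat shock lists and adjusted p = 0.841 for myelin. Without M1 only the liver and immediate early lists were called; without F2 the cartilage and heat shock lists had an adjusted p of 0.0519, and without F1 the myelin list had an adjusted p of 0.244. With a mean of at least 5 FPKM the liver, cartilage, heat shock and myelin lists had an adjusted p of 0.0591. Without bird- and plant-matched unigenes the liver list was not called (5 tested, median 0.65, adjusted p = 0.191), and with the 3 amphibian-matched ones its test lay on the male side (adjusted p = 0.618), both choices made after seeing the data.

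**Figure D2:**
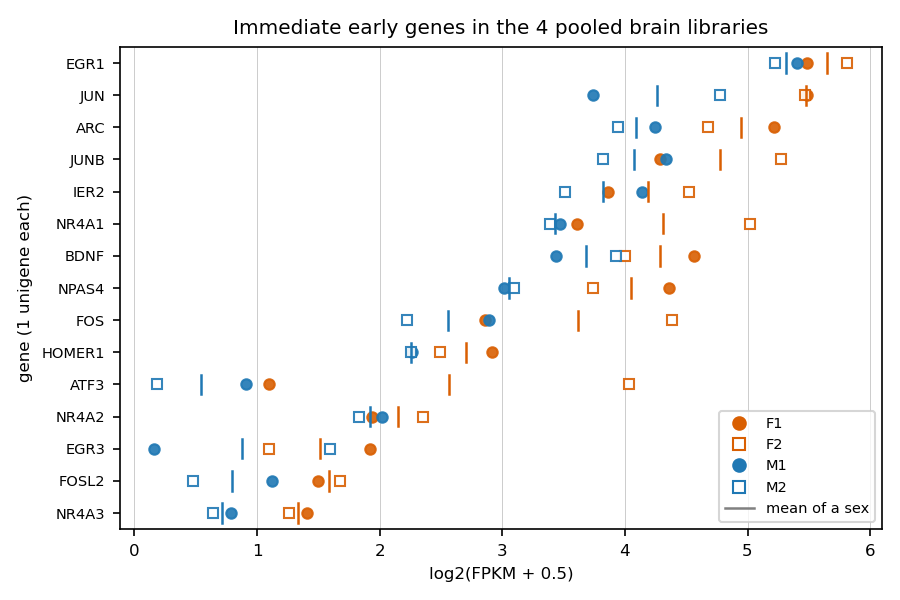
log2(FPKM + 0.5) of 15 immediate early genes (horizontal axis; 1 unigene per gene on the vertical axis) in F1 and F2 (orange) and M1 and M2 (blue), with the mean of each sex as a vertical line. The female mean lies above the male mean for each of the 15, while single pools overlap for genes such as *FOS*, *JUNB* and *IER2*.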

Among the 4605 DEGs between sexes, 2,600 DEGs were significantly enriched in 1170 GO terms and most of those DEGs were assigned to two major categories: “Biological Process” and “Molecular Function”. 

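Unigenes with a GO annotation stood higher in males more often than in females. Of the 13943 GO-annotated unigenes past the expression filter, 1039 were over 2-fold higher in the male pools and 300 were over 2-fold higher in the female pools. This is a count of fold differences and not of tested calls. Over all unigenes past the filter the counts were 3454 and 1707. Among amphibian-matched unigenes, with or without a GO annotation, they were 235 and 226, and among bird-matched ones 581 and 39.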

Among the 2600 enriched DEGs, 2017 DEGs were up-regulated in the male group. The KEGG pathway enrichment analysis of the DEGs between sexes indicated that 1288 DEGs were significantly mapped to 24 KEGG pathways (Fig. 3). 

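Unigenes of the ribosome and of mitochondrial energy metabolism stood higher in males as groups. In the KEGG ribosome pathway, 141 of 275 unigenes were over 2-fold higher in males and 7 in females (median -1.70, adjusted p = 7.25e-23 in camera), but with an estimated correlation the pathway was not called (adjusted p = 0.561). The most abundant ribosomal protein unigenes differed little: *RPL32* was 1192 and 1473 FPKM in F1 and F2 and 1420 and 1417 in M1 and M2, and *RPS10* was 1160 and 1535 against 1368 and 1329. Of the ribosome unigenes, 89 amphibian-matched ones had a median of -0.04, 74 bird-matched ones -2.50 and 69 plant-matched ones -2.32. Of the 31 pathways of Table S6, camera called 12, all higher in males. Besides the ribosome and those of energy metabolism these were Parkinson's disease (adjusted p = 4.89e-07), systemic lupus erythematosus (1.77e-05), Alzheimer's disease (1.60e-04), Huntington's disease (4.05e-04), plant-pathogen interaction (0.00110), non-alcoholic fatty liver disease (0.0193), pathogenic *Escherichia coli* infection (0.0425) and cardiac muscle contraction (2.17e-04). The paper chose these pathways on the same libraries, so their direction is not independent evidence. With an estimated correlation none was called. With fry, whose p tests whether a set moves at all, cardiac muscle contraction and non-alcoholic fatty liver disease had an adjusted p of 0.0509. The others of the 12 had at most 0.0433 in fry. Some pathways that camera did not call were also under 0.05 in fry, such as pyruvate metabolism and RNA transport (adjusted p = 0.0411 for each). With amphibian-matched unigenes alone, a choice made after seeing the data, 4 were called, and the ribosome had an adjusted p of 0.0827. Without F1 8 were called.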

The abundant enriched categories were “Metabolism” and “Organismal Systems”. 

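Metabolic unigenes over 2-fold apart were mostly higher in males. Over the metabolic pathways of Table S6, 149 of 487 unigenes past the filter were over 2-fold higher in males and 21 in females; among amphibian-matched unigenes these were 60 and 4, and 53 of the 60 were mitochondrially encoded unigenes listed at 0 in F1. Glutamine synthetase (*GLUL*), which takes up glutamate and ammonia in glia, was 972 and 935 FPKM in F1 and F2 and 518 and 578 in M1 and M2, a difference of 0.80 (SE 0.14, adjusted p = 0.119 in limma). The aspartate aminotransferase *GOT2* was 158 and 174 against 162 and 163, and *GAD1* and *GAD2*, which make the transmitter GABA, differed by -0.02 (SE 0.18) and 0.16 (SE 0.25). Alanine, aspartate and glutamate metabolism had a median of 0.11 over 36 unigenes and an adjusted p of 0.0579 in camera, on the female side. Nitrogen metabolism had a median of 0.19 over 10 unigenes and an adjusted p of 0.299, and its carbonic anhydrase *CA2* was 224 and 276 FPKM in the female and 181 and 142 in the male pools.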

Among the metabolic category, most of the unigenes were down-regulated in females and they were mainly related to “amino acid metabolism”, “Glycolysis/Gluconeogenesis” and “energy metabolism processes”. As for the “Organismal system” category, most of the DEGs were up-regulated in females and they were mainly mapped to the pathways of “crucial signaling pathways” and “maintenance of homeostasis” (Additional file 10: Table S6).

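Unigenes of the organismal pathways of Table S6 were more often higher in males by a 2-fold count, and the pathways listed as up in females did not pass camera. Of 366 unigenes past the filter, 28 were over 2-fold higher in females and 94 in males; among amphibian-matched unigenes 12 and 45, and 31 of the 45 were mitochondrially encoded unigenes listed at 0 in F1. Aldosterone-regulated sodium reabsorption had a median of 0.21 (adjusted p = 0.0591). In proximal tubule bicarbonate reclamation the median was 0.27 (adjusted p = 0.158). In complement and coagulation cascades (median 0.03, adjusted p = 0.778) clusterin (*CLU*) was 890 and 825 FPKM in F1 and F2 and 781 and 816 in M1 and M2, and alpha-2-macroglobulin (*A2M*) was 26.5 and 55.1 against 28.5 and 21.2. Mineral absorption had a median of 0.03 (adjusted p = 0.345), and its test turned to the male side without F2 and was called on the female side without F1 (adjusted p = 0.0461), as the complement list was (adjusted p = 0.0390). The PPAR signaling pathway lay on the male side (median -0.09, adjusted p = 0.494).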

**Fig. 3:**
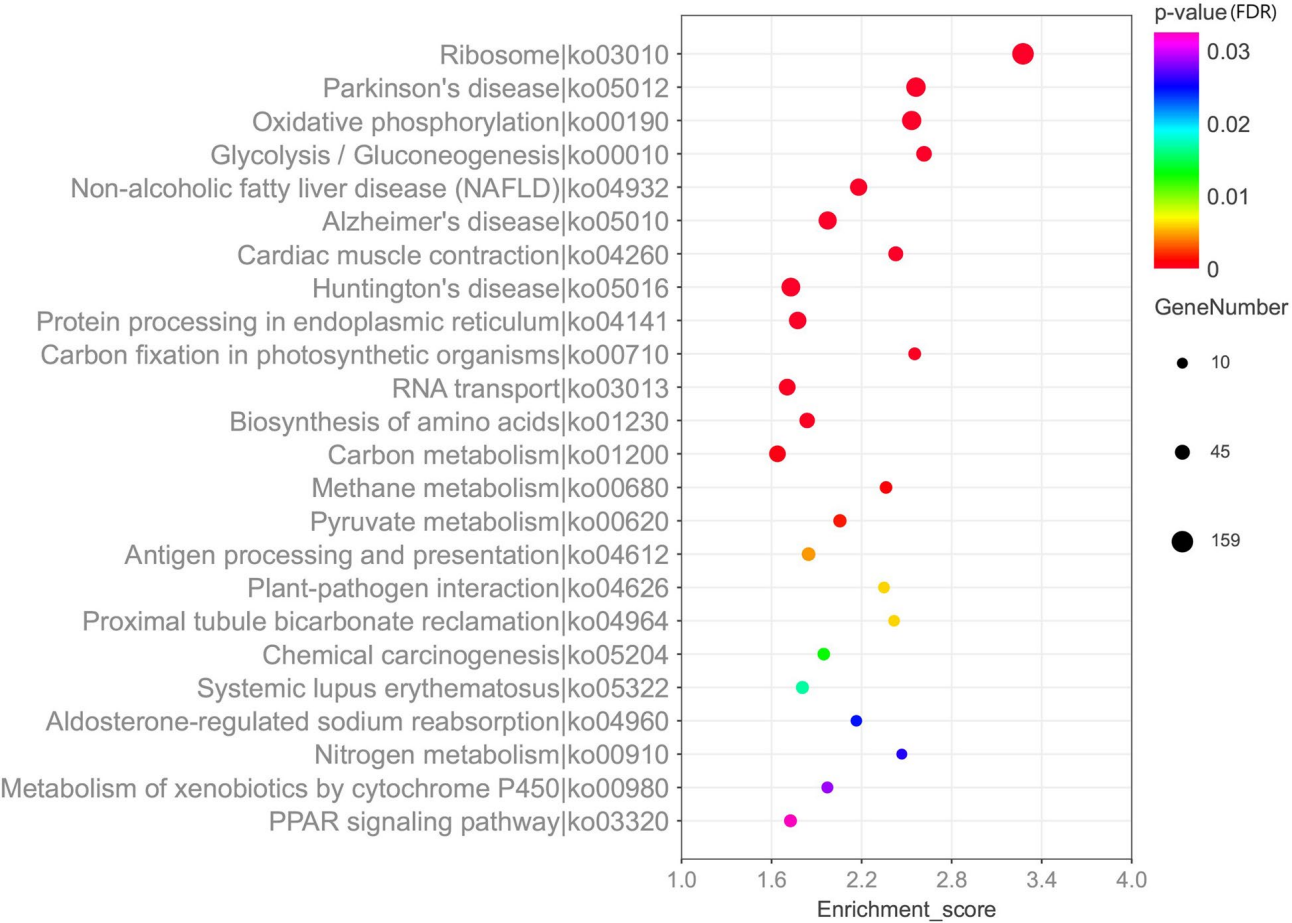
An overview of the KEGG pathways significantly enriched in DEGs. The horizontal axis indicates the enrichment scores of DEGs, and the specific pathways are plotted along the vertical axis. The color of each dot represents the corrected *P*-value for the corresponding pathway, and the dot size indicates the number of the DEGs associated with each corresponding pathway

### Characterization and expression pattern of auditory-related genes between sexes of *O. tormota*

To explore the genes controlling the high-frequency hearing difference between sexes of *O. tormota*, the auditory-related genes and their expression pattern were further analyzed. Among the 2,600 DEGs enriched in GO terms, eleven auditory-related genes (i.e., *GPX1*, *Cthrc1*, *Col11a1*, *Frzb*, *SOX10*, *TIMM13*, *HES5*, *PHXO2B*, *TECTA*, *PAFAH1B1* and *KCNK1*) were identified. These auditory-related genes were assigned to six GO terms (GO: 0071600, GO: 0090103, GO: 0048752, GO: 0048840, GO: 2000981, GO: 0042668) and they were involved in the auditory system morphogenesis, differentiation, sensory perception of sound, and mechanoelectrical transduction associated with hearing signal transduction (Table 3). 

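The 11 auditory-related unigenes of Table S7 were low to moderate in abundance in these brain pools, and the female mean of *TECTA* was 0.0824 FPKM. *Cthrc1*, *Frzb*, *Col11a1*, *SOX10*, *Hes5* and *TECTA* best matched an amphibian protein in NR. For *Col11a1* that protein was a collagen alpha-3(V) chain and for *TECTA* one named pirica, so these 2 gene names rest on Swiss-Prot. *TIMM13* and *KCNK1* best matched *G. gallus*, *PAFAH1B1* another bird, and *Gpx1* a reptile in NR and a mouse in Swiss-Prot. Of the 11, 8 had at least 1 FPKM in at least 2 libraries and were tested; *KCNK1*, *TECTA* and *PAFAH1B1* were not.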

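*Gpx1*, an antioxidant enzyme, *Cthrc1* and *Frzb*, a cofactor and an antagonist of Wnt, and the collagen gene *Col11a1* stood higher in the female pools, and *SOX10*, *TIMM13* and *Hes5* stood higher in the male pools, though limma called 0 of the 8 tested unigenes of Table S7 over all unigenes. *Gpx1* was listed at 0 in both male pools and *TIMM13* in both female pools (adjusted p = 0.110 for each). The difference was 0.94 (SE 0.31, adjusted p = 0.380) for *Cthrc1*, 0.83 (SE 0.33, adjusted p = 0.452) for *Frzb* and 0.54 (SE 0.23, adjusted p = 0.466) for *Col11a1*. It was -0.82 (SE 0.22, adjusted p = 0.291) for *SOX10* and -1.23 (SE 0.42, adjusted p = 0.389) for *Hes5*. At an unadjusted p under 0.05 there were 6, and *Gpx1*, *TIMM13* and *SOX10* were among those that passed when adjusted over the list alone. In all 11 unigenes both pools of one sex lay above both pools of the other, which chance gives for 33.3% of unigenes. The paper chose these unigenes on the same libraries, so neither count is independent evidence. *TIMM13* had an adjusted p of 0.0342 without M1 and 0.0221 without M2, where the lone male pool has no spread and both female pools are listed at 0, so its own spread is 0 in these tests.

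**Figure D3:**
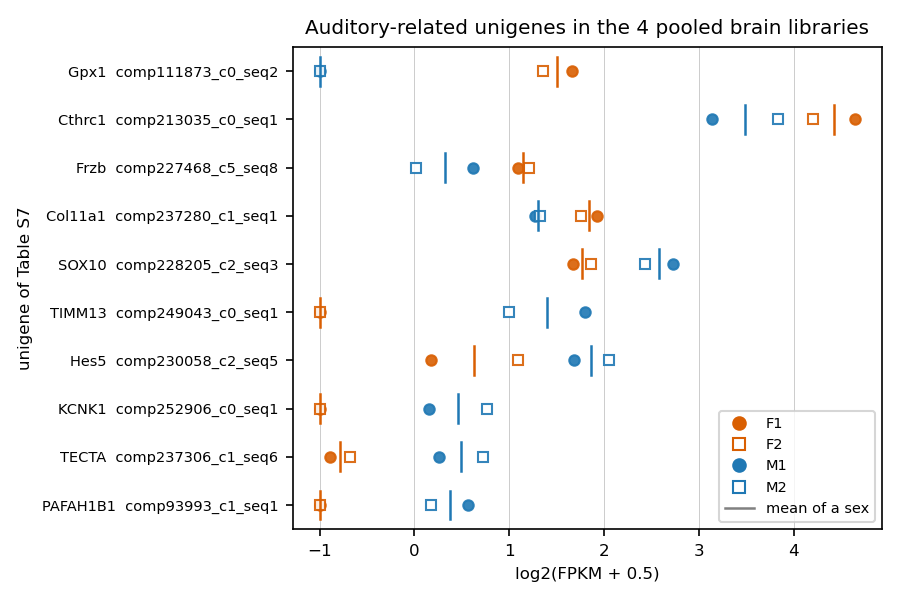
log2(FPKM + 0.5) of 10 unigenes of Table S7 (horizontal axis) in F1 and F2 (orange) and M1 and M2 (blue), with the mean of each sex as a vertical line; a unigene listed at 0 stands at the left edge. Both pools of one sex lie to the same side of both pools of the other in every row.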

Four of the eleven genes (i.e., *GPX1*, *Cthrc1*, *Col11a1* and *Frzb*) were significantly up-regulated in females, whereas the other seven genes (i.e., *SOX10*, *TIMM13*, *Hes5*, *PHXO2B*, *TECTA*, *PAFAH1B1* and *KCNK1*) were highly expressed in males (Additional file 11: Table S7). In addition, the expression level of the typical high-frequency sensitive hearing genes (e.g. *KCNQ4* and *Prestin*) revealed in previous studies exhibited no significant difference between sexes of *O. tormota*. 

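Prestin (*SLC26A5*), the motor protein of outer hair cells, was 0.454 and 0.537 FPKM in F1 and F2 and 0.324 and 0.153 in M1 and M2 and was below the level tested. Of the 8 genes linked to high-frequency hearing that the paper names, 6 were tested and limma called 0, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. As a list they had a median of -0.14 and an adjusted p of 0.792 in camera.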

The regulatory pathway of the auditory-related genes revealed in this study are shown in Fig. 4 [29, 30]. Interestingly, both the number of DEGs and the expression levels in males was higher than that in females, suggesting the existence of the expression differences of the auditory-related genes between sexes of *O. tormota.*

**Table 3:** The significant GO terms related to auditory of DEGs in *O. tormota*

GO ID	GO Term	Category	*P*-Value	List Hits	Gene ID
GO:0071600	otic vesicle morphogenesis	P	0.0139	1	comp228205_c2_seq3
GO:0090103	cochlea morphogenesis	P	0.0146	2	comp213035_c0_seq1 comp227468_c5_seq8
GO:0048752	semicircular canal morphogenesis	P	0.0423	1	comp228205_c2_seq3
GO:0048840	otolith development	P	0.0423	1	comp228205_c2_seq3
GO:2000981	negative regulation of inner ear receptor cell differentiation	P	0.0423	1	comp230058_c2_seq5
GO:0042668	auditory receptor cell fate determination	P	0.0423	1	comp230058_c2_seq5

Note: “P” represents “Biological Processing”, the “List Hits” are the differential unigene numbers in this GO term

**Fig. 4:**
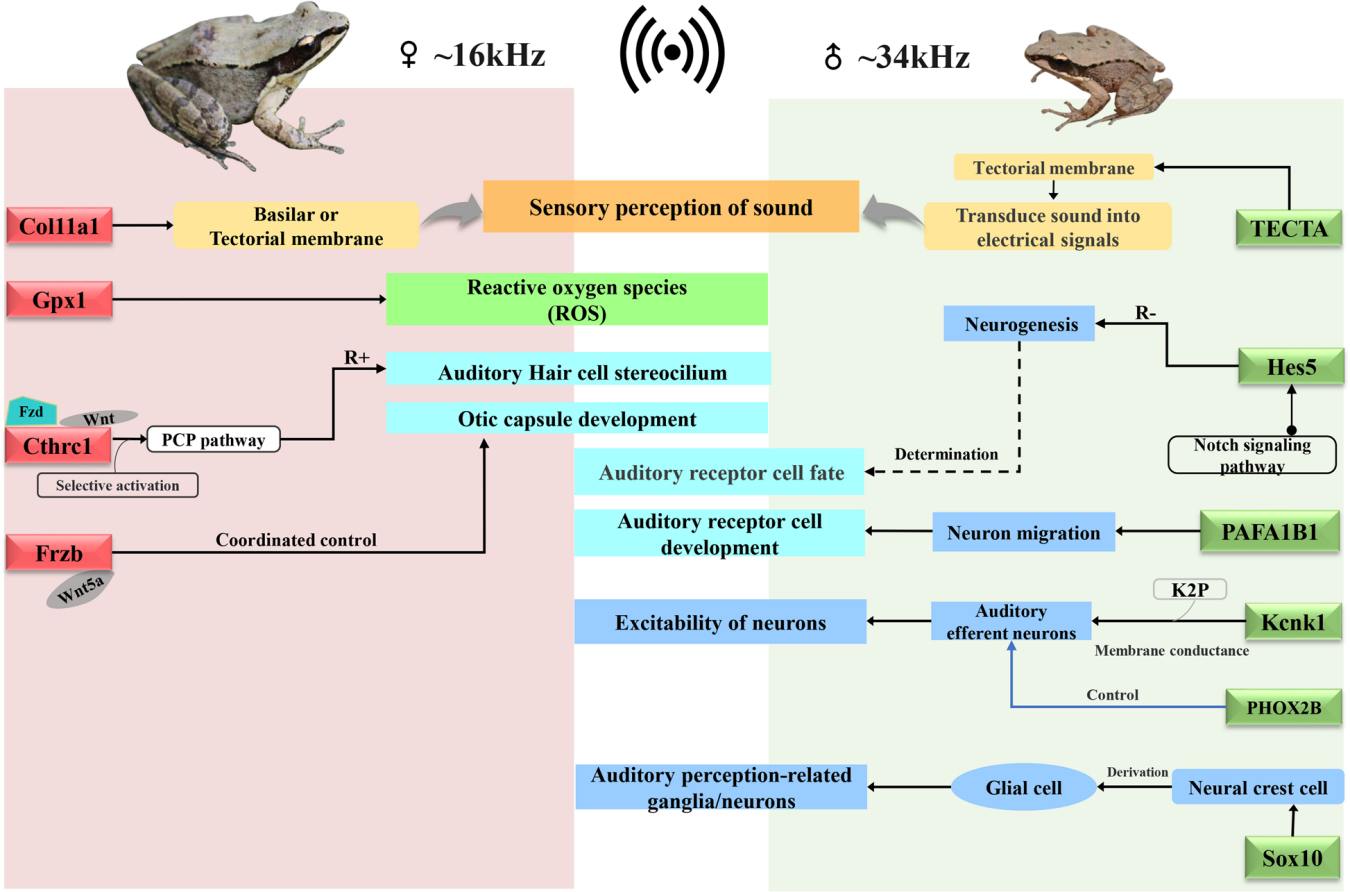
Schematic diagram for the functions of the auditory-related DEGs between sexes of *O. tormota*. The up-regulated DEGs in females were highlighted in red, and the up-regulated DEGs in males were highlighted in green. Note: R^+^ indicates positive regulation; R^−^ indicates negative regulation

### Validation of differential gene expression by quantitative real time PCR (qRT-PCR)

To validate the expression profiles of DEGs obtained via Illumina sequencing, seven DEGs were selected for qRT-PCR. The seven DEGs included four auditory-related genes (i.e., *SOX10*, *Cthrc1*, *Frzb* and *Col11a1*) and other three randomly selected DEGs (i.e., *AEBP2*, comp199868_c0_seq1, and *HUWE1*). Generally, the expression pattern of the RNA-Seq results were consistent with the qRT-PCR validation results (Fig. 5), suggesting the accuracy and reliability of the transcriptome data of *O. tormota* in the present study.

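Of the 7 unigenes measured by qRT-PCR, *AEBP2*, a zinc finger protein of the Polycomb complex, stood furthest apart in the RNA-Seq libraries, at 29.5 and 31.1 FPKM in F1 and F2 and 111 and 135 in M1 and M2 (difference -1.99, SE 0.14, adjusted p = 0.110 in limma). *HUWE1*, a ubiquitin ligase, was 3.26 and 3.58 FPKM against 12.1 and 12.3 (difference -1.69, SE 0.15). The unannotated comp199868_c0_seq1 was 44.7 and 46.0 FPKM against 106 and 125 (difference -1.34, SE 0.13). In females over males this is a ratio of the mean FPKM of 0.247 for *AEBP2*, 0.281 for *HUWE1*, 0.392 for comp199868_c0_seq1 and 0.527 for *SOX10*, and of 1.93 for *Cthrc1*, 2.22 for *Frzb* and 1.57 for *Col11a1*. limma called 0 of the 7 over all unigenes; 5 had an unadjusted p under 0.05, and *AEBP2*, *HUWE1*, comp199868_c0_seq1 and *SOX10* passed when adjusted over the list alone. The authors chose all 7 from their calls on these libraries. The qRT-PCR folds were read by eye from Fig. 5b only to set them beside these ratios.

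**Figure D4:**
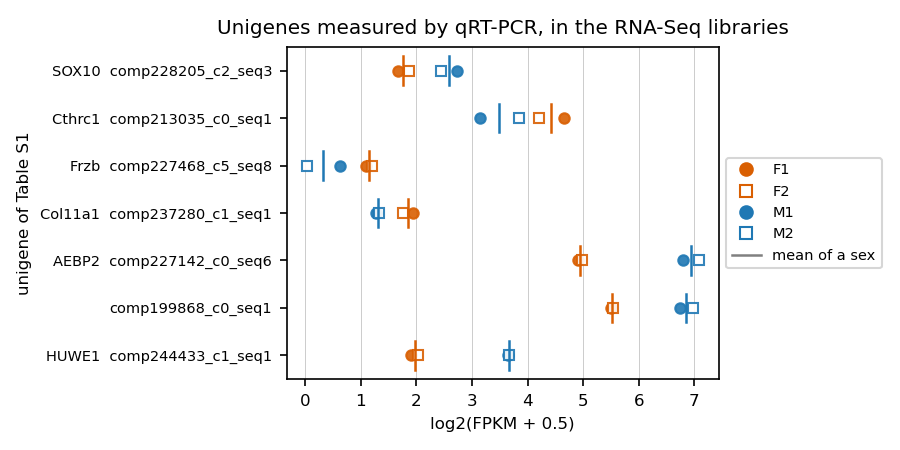
log2(FPKM + 0.5) of the 7 unigenes of Table S1 (horizontal axis) in F1 and F2 (orange) and M1 and M2 (blue), with the mean of each sex as a vertical line. *AEBP2*, *HUWE1*, comp199868_c0_seq1 and *SOX10* lie higher in both male pools, and *Cthrc1*, *Frzb* and *Col11a1* in both female pools.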

**Fig. 5:**
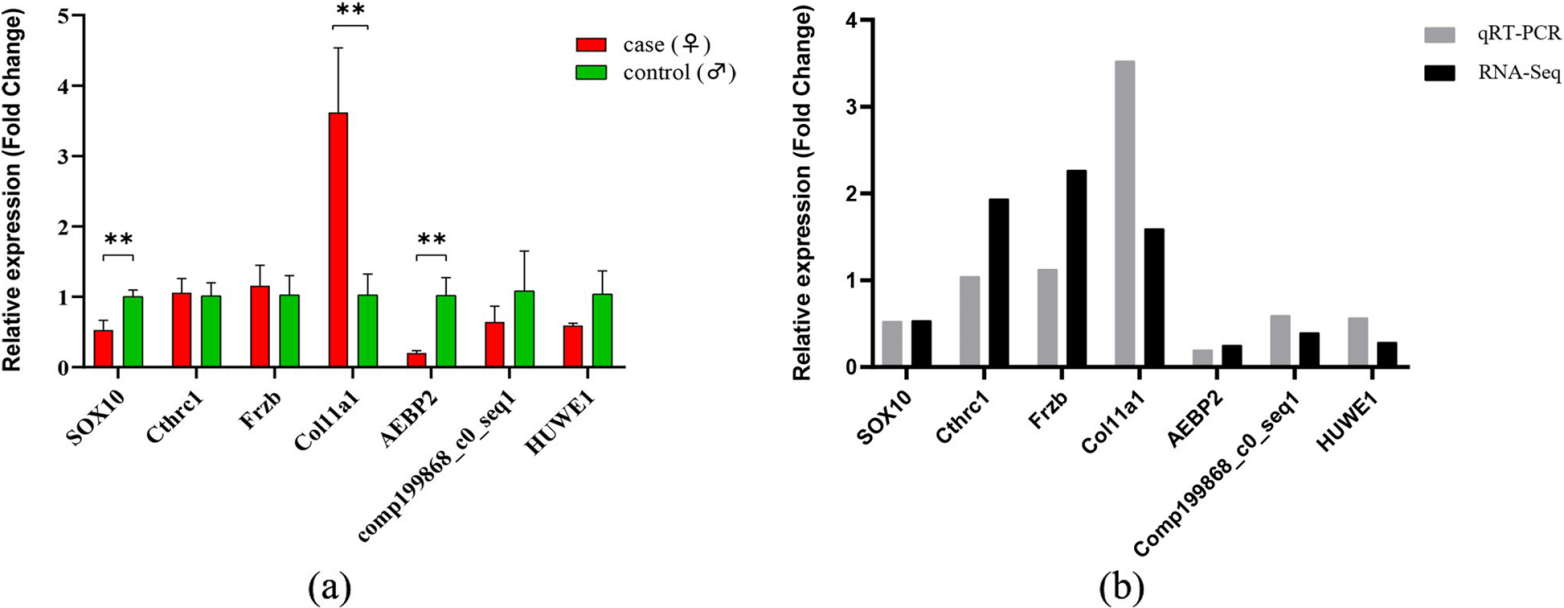
Validation of seven differentially expressed genes in *O. tormota* by qRT-PCR. **a** The expression profiles of DEGs between sexes of *O. tormota*. The horizontal axis represents seven selected DEGs and the error bars represents the mean ± SD of samples (*N* = 3). **b** Comparison of the expression profiles between qRT-PCR and RNA-Seq

## Discussion

In the present study, we compared the gene expression divergence between male and female *O. tormota*, and aimed to identify the related genes involved in the high-frequency hearing. We identified eleven potential high-frequency hearing candidate genes involved in the sound signal pathway and other related regulatory function. In addition, the differential expression patterns of these candidate genes suggested that males showed a higher expression trend than females in both quantity and expression quantity. 

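Of the candidate unigenes, 7 were higher in the mean of the male pools and 4 in the mean of the female pools. The highest level among all of them was that of *Cthrc1* in females, at 21.3 ± 4.68 FPKM (SD, n = 2 pools) against 11.1 ± 3.85 in males. Among the male-high unigenes the highest level was that of *SOX10*, at 5.52 ± 0.847 FPKM in males against 2.91 ± 0.315 in females, followed by *Hes5* at 3.18 ± 0.653 against 1.13 ± 0.706. From the number of candidate genes with a higher level in males and from those levels, the paper proposes a greater expression of hearing-related genes in males.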

The highly expressed genes in males were relatively concentrated in neurogenesis, signal transduction, ion transport and energy metabolism, whereas the up-expressed genes in females were mainly related to the growth and development regulation of specific auditory cells. Our results here will provide insights for understanding the genetic changes underlying the sexual difference of ultrasonic hearing in *O. tormota*.

### Sound perception and neurogenesis

Three differentially expressed genes (i.e., *Cthrc1*, *Col11a1* and *Frzb*) were found to be involved in auditory hair cell stereocilium organization and sensory perception of sound. The *Cthrc1* is a Wnt cofactor protein that selectively activates the planar cell polarity (PCP) pathway to regulate the arrangement of ciliary bundles on sensory hair cells of the cochlea [31]. In addition, *p*revious analyses shown that *Frzb* is a Wnt antagonist and could interact with Wnt5a to regulate the otic capsule formation [32]. Furthermore, the gene *Col11a1* (Collagen alpha-1 (XI) chain) have been detected in mouse and other vertebrate mammals cochlear (e.g., tectorial membranes/basilar membranes). Its mutations caused auditory loss and affected the high frequency sensorineural hearing [33, 34]. 

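*Cthrc1* was 24.6 FPKM in F1 and 18.0 in F2, against 8.33 in M1 and 13.8 in M2. The *Col11a1* unigene of Table S7 was 3.31 and 2.87 FPKM in the female pools and 1.92 and 2.01 in the male pools. Its name is from its Swiss-Prot match, a fibrillar collagen of the tectorial membrane, while its best NR match was a collagen alpha-3(V) chain. *Frzb* was 1.63 and 1.80 FPKM in the female pools against 1.04 and 0.515. *Cthrc1* and *Frzb* each had 1 unigene with their Swiss-Prot gene name. A longer *Col11a1* unigene (comp227878_c0_seq6, 10196 bp), with a bird protein as its match, was 2.64 and 2.89 FPKM in the female and 2.09 and 2.11 in the male pools. With all 5 unigenes of *Col11a1* added up, its difference was 0.46 (adjusted p = 0.410 in limma).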

We found the expression of these three genes were higher in females than that in males. Further studies should be conducted to explore the detailed roles of these genes in the brain during the high-frequency hearing in frogs.

Another DEG belongs to the SRY-related high mobility group box (SOX) family, *SOX10*, plays an important role in neurogenesis [35–37]. Humans with mutations in the *SOX10* gene resulted in sensorineural hearing defects and auditory-pigmentary disorder [36]. Functional enrichment analyses in the present study further suggested the important role of *SOX10* in regulating the formation of neural crest cell and auditory perception related neurons. We also found the expression of *SOX10* in male *O. tormota* was significantly up-regulated compared with females (*P* < 0.01), reflecting the difference of differentiation and regulation of hearing-related neurons between sexes of *O. tormota*.

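*SOX10*, a transcription factor of neural crest cells and of myelinating glia, was 2.69 FPKM in F1, 3.13 in F2, 6.11 in M1 and 4.92 in M2. It was also 1 of the 12 tested members of the myelin list, in which *UGT8*, a synthetase of myelin lipids, was 10.3 and 14.3 FPKM in the female and 26.9 and 18.4 in the male pools and the transcription factor *NKX6-2* was 3.06 and 2.69 against 5.30 and 4.47; these 3 were the members with an unadjusted p under 0.05, and *UGT8* and *NKX6-2* are named after their values were seen. The myelin proteins *CNP* (46.8 and 45.8 against 55.0 and 50.3 FPKM) and *CLDN11* (78.4 and 93.5 against 105 and 84.4) differed by -0.18 (SE 0.11) and -0.14 (SE 0.17).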

In addition, the hairy/enhancer of split 5 gene (*Hes5*) is significantly expressed in the auditory sensory epithelial cells of most vertebrates [38, 39] and it is an essential negative regulator of neurogenesis [40, 41]. Evidences shown that *Hes5* can negatively regulate the expression of notch through the Notch signaling pathway and control the normal occurrence of auditory receptor cell [42]. Previous studies have also suggested that loss of *Hes5* in mice can lead to overproduction of hair cells during the embryonic development, which would affect the normal transduction of electrical signals for mechanical energy and the processing of information by the downstream central nervous system [4, 40, 43]. In this study, the significantly higher expression of the *Hes5* gene in male *O. tormota* than that in females were found, and it might indirectly affect the occurrence and movement of auditory receptor cell between different sexes. 

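The *Hes5* unigene of Table S7, a target of Notch signaling, was 0.632 FPKM in F1 and 1.63 in F2, against 2.72 in M1 and 3.64 in M2. The most abundant of the other 4 unigenes with this Swiss-Prot gene name (comp231594_c0_seq6) was 5.26 and 7.19 FPKM in the female pools and 7.50 and 11.1 in the male pools, where F2 and M1 lay close together. Summed over the 5 unigenes, *Hes5* was 7.49 and 12.1 FPKM against 14.3 and 20.2, a difference of -0.81 (adjusted p = 0.436 in limma).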

We speculated that this might regulate the sensitivity of basilar papilla to high-frequency sound signals and these sensory cells exhibited the auditory differences between male and female *O. tormota* during the process of signal transduction to the central auditory nervous system [44].

### Reactive oxygen species (ROS)

Accumulating evidence suggests that the ambient loud noise tend to cause excessive accumulation of reactive oxygen species (ROS) and produce damages to the auditory system, especially the high-frequency auditory sensitive areas in the central nervous system of brain [4, 45]. The antioxidant capacity of the auditory system appears to be important for successful hearing. It has been suggested that the glutathione peroxidase 1 (*Gpx1)* played key role in reducing oxidative damage of cells via regulating cell growth and redox process [46–48]. 

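The *Gpx1* unigene of Table S7 (comp111873_c0_seq2), whose Swiss-Prot match is a mouse protein, was 2.66 FPKM in F1 and 2.06 in F2 and was listed at 0 in M1 and M2. A second *Gpx1* unigene (comp217946_c0_seq1), which matched *Xenopus*, was far more abundant, at 97.1 and 127 FPKM in the female pools and 85.6 and 76.2 in the male pools. With all 5 unigenes that match a *Gpx1* protein of any species added up, 1 of them a plant protein, females had 102 and 130 FPKM and males 86.6 and 76.7, a difference of 0.49 (adjusted p = 0.390 in limma).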

In the current study, the expression of *Gpx1* in female *O. tormota* was significantly up-regulated compared with males. Although female frogs invested lots of energy in reproduction during the breeding season, they also needed more oxidative capacity to maintain the energy expended for calling (up to 16 kHz) [19]. By contrast, the males’ reproductive activity was more “relaxed” by adopting energy-saving coping strategies to increase the frequency of calls to resist background noise interference and warn competitors [49]. The higher expression of *Gpx1* in females suggested that females improved the ability to repair hearing damage caused by noise interference, whereas males evolved the ultrasound communication capabilities to adapt the ambient noise. More detailed regulation mechanism of the antioxidant capacity between males and females needs to be further studied in the future.

### Ion transport and signal transduction

The transformation of the mechanical signals to ion fluxes and related signal transduction are essential for hearing [50, 51]. Five DEGs (i.e., *PHOX2B*, *KCNK1*, *TECTA*, *TIMM13* and *PAFAH1B1*) were identified and they play key roles in ion transport and electronic signal transduction. The paired-like homeobox 2b (*PHOX2B*) is essential for the differentiation of the auditory efferents neurons and innervating the sensory signals transduction in the hindbrain [52–54]. The significantly higher expression of *PHOX2B* in males might suggest its important role in the sensitivity and coding of high-frequency signals.

There is increasing evidence that the potassium ion channel encoding gene (*KCNQ4*), motor protein (*Prestin*) and other key genes involved in the sound signal transduction (i.e., *TMC1*, *CDH23*, *Pcdh15* and *Otof*) undergone adaptive evolution in echolocation bats, and were strongly associated with the high-frequency hearing [24, 27, 55–57]. However, these genes exhibited no significant expression difference between the sexes of *O. tormota*. 

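*TMC1*, a subunit of the mechanotransduction channel of hair cells, was listed at 0 in F1 and F2 and was 0.0777 FPKM in M1 and 1.37 in M2, too low to be tested. *CDH23* was 1.75 and 1.83 FPKM in the female pools and 2.24 and 2.50 in the male pools (difference -0.32, SE 0.23, adjusted p = 0.671 in limma). *PCDH15*, its partner in the tip link, was 6.10 and 5.63 against 6.22 and 6.60 (difference -0.12, SE 0.16, adjusted p = 0.831). *OTOF* was 6.64 and 6.18 against 8.00 and 6.54 (difference -0.16, SE 0.18, adjusted p = 0.791). A list of genes specific to inner ear hair cells had a median of -0.14 over 8 tested genes and an adjusted p of 0.792 in camera. A missed threshold with 2 pools per sex does not show that these levels are equal.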

Interestingly, another member of the potassium ion channel, *KCNK1*, was up-regulated expressed in males than females. 

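The *KCNK1* unigene of Table S7 (comp252906_c0_seq1), a potassium channel with a chicken protein as its best match, was listed at 0 in F1 and F2 and was 0.612 FPKM in M1 and 1.21 in M2. The most abundant unigene with the same Swiss-Prot gene name (comp222125_c0_seq1) was 1.28 and 1.05 FPKM in the female pools and 0.605 and 0.346 in the male pools. Summed over its 4 unigenes, *KCNK1* was 1.69 and 2.19 FPKM in females and 2.47 and 2.10 in males, a difference of -0.19 (adjusted p = 0.833 in limma). This sum holds the chicken-matched unigene, which adds to the male pools alone, so its small male side rests on that unigene.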

*KCNK1* plays important role in auditory efferent neurons and it has the similar function to *KCNQ4*, which can promote the electrical movement of cells through the change of membrane potential and amplify the auditory sensitivity and frequency selectivity [58, 59]. Functional enrichment analysis further convinced the roles of *KCNK1* in potassium ion transmembrane transport. Thus, the higher expression of *KCNK1* in male *O. tormota* might facilitate the ultrasonic hearing.

Besides, the *TECTA* gene encodes alpha-tectorin (a major non-collagenous component of the tectorial membrane) and plays significant roles in the conductivity of high-frequency sound waves [60, 61]. In addition, mutations in human *TECTA* lead to nonsydromic hearing loss [61]. 

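The *TECTA* unigene of Table S7 (comp237306_c1_seq6) was 0.0418 FPKM in F1 and 0.123 in F2, against 0.702 in M1 and 1.16 in M2. Its name is from its Swiss-Prot match, a chicken protein of the tectorial membrane, while its best NR match was a frog protein named pirica. The most abundant *TECTA* unigene (comp222295_c0_seq1) was 12.5 and 6.01 FPKM in the female pools and 5.13 and 5.74 in the male pools. Summed over 5 unigenes the difference was 0.48 (adjusted p = 0.706 in limma), on the female side.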

The significantly higher expression of *TECTA* in males might contribute to the transduction of high-frequency sound signals into electrical signal and benefit the ultrasonic hearing. The differential expression of *TIMM13* and *PAFAH1B1* between the sexes of *O. tormota* should be further investigated.

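The *TIMM13* unigene of Table S7 was listed at 0 in F1 and F2 and was 2.98 FPKM in M1 and 1.49 in M2; it best matched a chicken protein, and the table held no other unigene with its Swiss-Prot gene name. The *PAFAH1B1* unigene of Table S7 (comp93993_c1_seq1), for a dynein regulator of neuronal migration, was also listed at 0 in both female pools, and was 0.982 and 0.629 FPKM in the male pools with a bird protein as its match. The amphibian-matched *PAFAH1B1* unigene (comp235669_c3_seq1) was 27.9 and 32.5 FPKM in the female pools and 29.4 and 38.7 in the male pools. Summed over 3 unigenes the difference of *PAFAH1B1* was -0.21 (adjusted p = 0.740 in limma).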

### Endocrine regulation and energy metabolism

Previous studies have demonstrated that endocrine system and energy metabolism can influence sound signal production and reception via modulating the vertebrate's response and sensitivity to auditory signals [62–65]. There is evidence that neuropeptide hormones (e.g., arginine) and other steroid hormones (e.g., androgens and estrogens) can modulate and induce the advertisement callings or vocalizations in male frogs during the breeding season [64]. A recent work found that female green treefrogs (*Hyla chrysoscelis*) significantly increased the midbrain’s auditory thresholds in response to the frequency of male advertisement callings after injection with the testosterone [66]. In this work, we found that some DEGs were significantly enriched to “Response to steroid hormone” (GO:0048545), “Steroid hormone binding” (GO:1990239), and “Gonadotropin hormone-releasing-hormone activity” (GO:0005183). Among them, most DEGs were significantly up-regulated in males, which might suggested the important role of the hormones in regulation of the sensitivity to high-frequency hearing.

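Of 14 tested steroid and reproductive peptide genes limma called 0, and 1 gene, higher in males, had an unadjusted p under 0.05 (median -0.08, adjusted p = 0.643 in camera). *GNRH1*, the releasing hormone of gonadotropins, was 3.05 and 7.66 FPKM in F1 and F2 and 12.2 and 14.4 in M1 and M2 (difference -1.35, SE 0.45, adjusted p = 0.383 in limma), while *GNRH2* was 9.78 and 11.3 against 9.69 and 11.4. These were the tested members of the term for gonadotropin-releasing hormone activity (median -0.68, adjusted p = 0.4999 in camera). Of the 6 tested members of response to steroid hormone (median -0.03, adjusted p = 0.4999), 2 were over 2-fold higher in males and 0 in females, and 2 and 0 had an unadjusted p under 0.05. Of these members *HMGB2* was listed at 0 in both female pools and was 5.30 and 7.75 FPKM in the male pools, with a bird protein as its match, and *ABCA2* was 30.1 and 27.4 against 29.8 and 27.4. The glucocorticoid receptor *NR3C1*, of the term for steroid hormone binding, was 2.00 and 2.53 FPKM against 2.16 and 1.42, and the term had a median of 0.35 on the female side (adjusted p = 0.180). The aromatase *CYP19A1*, named after its values were seen, was 0.160 FPKM in F1, 2.25 in F2, 3.29 in M1 and 3.13 in M2. Vasotocin was 8.04 FPKM in F1, 214 in F2, 189 in M1 and 85.0 in M2, and neuropeptide Y (*NPY*) was 294 and 214 against 225 and 295.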

In addition, the metabolism-related biological functions or signaling pathways were significantly enriched in large quantities based on the functional enrichment analysis. Generally, most female frogs put more efforts into spawning or performing special energy-consuming reproductive behaviors, and they were regarded as relatively “silent” during reproduction [62, 67]. The physiological activities (e.g., energy production and metabolism) might contribute to the high-frequency hearing difference between the sexes of *O. tormota* via affecting the brain-processing and response to acoustic signals. In the present study, most of the DEGs were up-regulated in male *O. tormota* compared with females, and these DEGs are involved in Glycolysis/Gluconeogenesis (ko00010) processes, biosynthesis and metabolism of amino acids (ko01230), and other energy consuming processes (e.g., Oxidative phosphorylation: ko00190). 

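Oxidative phosphorylation and glycolysis stood higher in males as pathways, while their most abundant unigenes lay close between the sexes. In oxidative phosphorylation, 110 of 239 unigenes were over 2-fold higher in males and 11 in females (median -0.26, adjusted p = 3.74e-08 in camera), and glycolysis had 27 of 79 and 5 (median -0.09, adjusted p = 0.00514). With an estimated correlation neither was called (adjusted p = 0.561 for both). The most abundant unigene of oxidative phosphorylation, *MT-ATP6* (comp230185_c1_seq1), was 11553 and 15038 FPKM in F1 and F2 and 15981 and 15885 in M1 and M2, and *MT-CO1* (comp230185_c6_seq1) was 9467 and 9264 against 9409 and 9806. In glycolysis *GAPDH* was 1836 and 1992 FPKM in the female and 1858 and 1743 in the male pools and aldolase C (*ALDOC*) was 841 and 742 against 711 and 754. A list with 1 unigene for each of 20 glycolysis enzymes had a median of 0.09 and an adjusted p of 0.4999, and with all 40 unigenes of these names it was called on the male side (median -0.14, adjusted p = 0.00959). Biosynthesis of amino acids had 24 of 87 unigenes over 2-fold higher in males and 5 in females (median -0.05). Its adjusted p was 0.0609 in camera and 0.0411 in fry.

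In oxidative phosphorylation 152 amphibian-matched unigenes had a median of -0.07 and 58 bird-matched ones -2.16; in glycolysis 45 amphibian-matched ones had a median of 0.06 and 15 bird-matched ones -2.50. A part of the amphibian-matched unigenes was male-high too: over the ribosome, oxidative phosphorylation, glycolysis and carbon fixation (adjusted p = 0.00542) there were 68, of which 53 were mitochondrially encoded genes that matched 10 frog genera. All 53 were listed at 0 in F1, and they summed to 69.6 FPKM in F2, 312 in M1 and 354 in M2. Without F1 glycolysis was not called (adjusted p = 0.149), and with amphibian-matched unigenes alone, a choice made after seeing the data, its test turned to the female side (adjusted p = 0.943) while oxidative phosphorylation was called (adjusted p = 4.96e-06). Oxidative phosphorylation was not called without bird- and plant-matched unigenes, also chosen after seeing the data (adjusted p = 0.0746) or with a mean of at least 5 FPKM (adjusted p = 0.886), and with 1 unigene per gene its test turned to the female side (120 unigenes, median 0.06, adjusted p = 0.364).

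**Figure D5:**
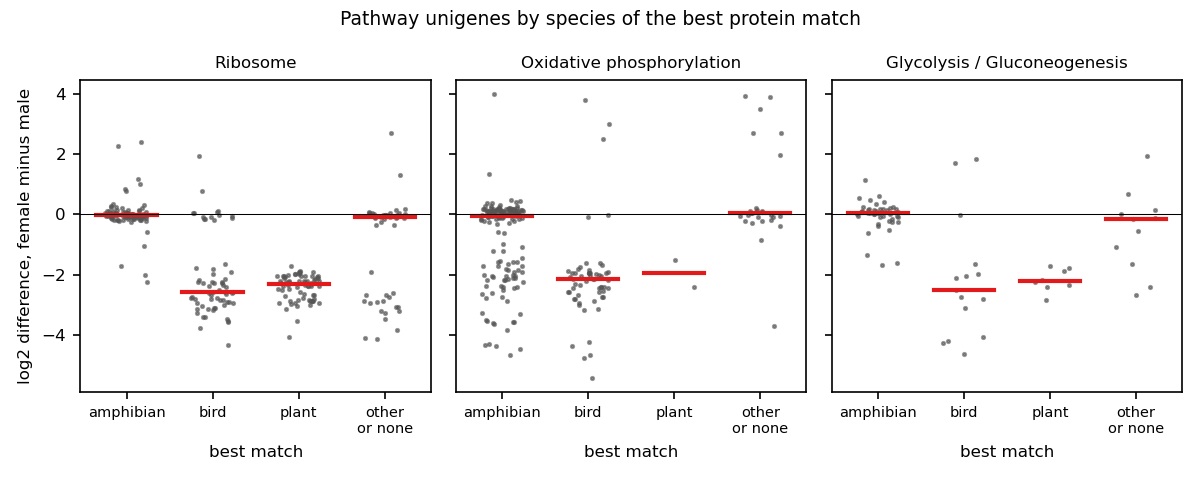
Difference in log2(FPKM + 0.5), female minus male (vertical axis), of the unigenes of 3 KEGG pathways (panels; each point a unigene, each red line a median) by species group of the best protein match (horizontal axis), where a unigene with a plant Swiss-Prot match counts as plant. Medians of amphibian-matched unigenes lie near 0 in each panel and those of bird-matched and plant-matched unigenes near -2 or below.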

Evidences shown that male *O. tormota* can communicate with intraspecific species through high-frequency acoustic signals, which required greater energy expenditure to accomplish [19, 22]. Sound playbacks and electrophysiological experiments have found that female frogs preferred males with a small body size and a louder calls to complete mating [20, 68]. Thus, males *O. tormota* might have evolved higher energy metabolic systems to enhance their own calls frequency and mate attraction. Further study should be focused on the endocrine and energy metabolism related genes, and their relationship to acoustic communication.

## Conclusions

In general, these results demonstrated that ultrasonic hearing is a complex network involving multiple metabolic and physiological pathways. We used comparative transcriptome analysis to characterize a number of novel candidate genes associated with high-frequency hearing in *O. tormota*. Ultrasonic hearing is highly correlated with neurogenesis, ion transport, signal transduction, endocrine regulation and energy metabolism. Our results here will provide insights for understanding the genetic changes underlying the sexual difference of ultrasonic hearing in *O. tormota*.

## Methods

### Sampling, RNA extraction and sequencing

Samples of *O. tormota* were collected from the Huangshan mountain, Anhui province, China in April 2016. A total of 12 adult individuals (eight males and four females) were collected and they were randomly divided into two male (named M1 and M2) and two female (named F1 and F2) groups. Each male and female group consisted of four and two individuals, respectively. These frogs were euthanized by tricaine methanesulfonate (MS-222) and sacrificed to collect brain tissues. All brain tissues were frozen in liquid nitrogen for 3 h and then stored at -80℃ for further use. All animal sampling and use protocols were conducted in accordance with all the ethical guidelines and legal requirements in China, and were approved by the Institutional Care and Ethics Committee of Henan Normal University.

Total RNA of each sample was extracted separately from the brain tissue using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Equal amounts of total RNA from each individual were pooled together for each group (i.e., F1, F2, M1 and M2) and then used for library construction and sequencing. The RNA degradation and contamination was determined by 1% agarose gel electrophoresis. The RNA purity and integrity were assessed using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA) and the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. After digested by DNase and purified with poly-T oligo-attached magnetic beads, the mRNAs were fragmented. First-strand complementary DNA (cDNA) was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H). The second-stand cDNA was subsequently synthesized with DNA Polymerase Ι and RNase H. Subsequently, double-stranded cDNA was further subjected to end-repair and ligation with adapters. The final cDNA library was constructed using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. After testing the quality of the libraries, they were sequenced on the Illumina HiSeq^TM^2500 platform and paired-end reads were generated at OE Biotech Co., Ltd., Shanghai, China.

### De novo assembly and functional annotation

Before assembly, the reads quality was evaluated using FASTQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads containing adaptors, reads containing poly-N and low quality reads were removed by NGS QC Toolkit v2.3.3 (http://59.163.192.90:8080/ngsqctoolkit/) [69]. Quality parameters of clean data including Q30 and GC-content were obtained at the same time. All the subsequent analyses were carried out using high quality clean reads. Due to the lack of reference genome sequences for *O. tormota*, the total high-quality clean reads from all samples were assembled de novo using Trinity (https://github.com/trinityrnaseq/trinityrnaseq/wiki) with default parameters. All the redundancy sequences were removed using TGICL software and further produced the longest unigenes [70]. All the unigenes from the four groups were combined and used as the reference sequences for subsequent analyses.

The assembled reference sequences were aligned to NCBI non-redundant protein sequence database (NR), the manually annotated and reviewed protein sequence database (Swiss-Prot; http://www.ebi.ac.uk/swissprot/) and the eukaryotic Ortholog Groups (KOG) (http://www.ncbi.nlm.nih.gov/COG) using BLASTx with a threshold E-value of 10^–5^. For each unigene, the best BLASTx hit from the NR database was submitted to the Blast2GO [71], and Gene Ontology (GO) terms were obtained based on annotations between GO terms and gene names. The Kyoto Encyclopedia of Genes and Genomes (KEGG) Automatic Annotation Server (KAAS) was used for the KEGG pathway annotation and assignments [72].

### Differentially expressed genes (DEGs) and pathway enrichment analysis

The clean reads of each sample were aligned to the assembly using Bowtie2 [73], and the resulting alignments were used to estimate the unigene expression abundance [74]. We used false discovery rate (FDR) [75] and fragments of exon per kb per million fragments (FPKM) value [76] to estimate the *p*-value threshold and gene expression levels, respectively. The DEGseq R package was applied to filter the differentially expressed genes (DEGs) with a fold change greater than 2 (|log2Fold Change|> 1) and *P*-value (FDR) less than 0.05 [77]. Hierarchical cluster analysis of DEGs was further performed to show the gene expression pattern in different groups.

To elucidate the biological implications of DEGs and reveal whether those DEGs are involved in special auditory adaptation, GO and KEGG pathway enrichment analyses of the DEGs were performed. Based on the Wallenius’ non-central hypergeometric distribution, GO enrichment analysis of the DEGs was conducted. KEGG pathway enrichment of the DEGs was tested using KOBAS software (http://kobas/cbi.pku.edu.cn/home.do). Fisher’s exact test was used to identify the significant GO categories and KEGG enrichment pathway, and FDR was used to correct the *p*-values [78]. The threshold of significance was defined by *p*-value < 0.05 and FDR < 0.05.

### Quantitative real-time PCR (qRT-PCR) validation

To validate the accuracy of our transcriptome expression profiles, quantitative real-time PCR (qRT-PCR) was conducted. Seven of the DEGs revealed in this study were randomly selected for the validation by qRT-PCR, and the primers were listed in Additional file 1: Table S1. *GADPH* (glyceraldehydes-3-phosphate dehydrogenase) was used as the internal control. The qRT-PCR was performed using TB Green® Premix EX Taq™ II (TaKaRa, Beijing, China) according to the manufacture’s protocol with the LightCycler96 Real Time PCR system (Roche, Switzerland). Each sample was detected in triplicate. The relative gene expression levels of candidate genes to reference gene were analyzed using the 2^−△△Ct^ method and presented as fold changes for the calibrator [79], and then the Unpaired Student’s t-test was used to analyzed significances for qRT-PCR data.

## Supplementary Information

**Additional file 1: Table S1. **Primers used for qRT-PCR amplification.

**Additional file 2: Table S2. **De Novo assembly statistics for the brain transcriptome in *O. tormota*.

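Table S2 describes the lengths of the assembled unigenes. N50 is the length at which unigenes of that length or longer hold 50% of all assembled bases. From the lengths in the deposited table, N50 was 1006 bp, the mean length was 798 bp and the longest unigene was 26449 bp.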

**Additional file 3: Figure S1**. Length distribution statistics of the assembly All-unigene. Horizontal axis representsthe All-unigene length interval; Vertical axis indicates the number of All-unigene within the length interval range.

**Additional file 4: Table S3.** Statistical result of clean reads mapped against the assembled unigenes.

**Additional file 5: Figure S2.** Species distribution based on the best hit of NR blast result. Different species are represented in different colors, and the size of the pie region represents the proportion of unigenes which were annotated to different species.

**Additional file 6: Figure S3.** KOG classification of the Unigenes in *O. tormota*. Different KOG function classes are shown in different letter and colors, the number of genes are shown along the vertical axis.

**Additional file 7: Figure S4.** Heat map and hierarchical clustering of differential expressed genes in four groups. The red represents up-regulated unigenes, and down-regulated unigenes are represented in green.

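Table S4 counts unigenes called between single pools and between the sexes. A comparison of F1 with F2 or of M1 with M2 has no replicates, so a count from it holds both the differences between frogs in the pools and any difference between dissections. As an example, the stress-induced *ATF3* was 1.64 FPKM in F1 and 15.9 in F2. The growth factor *BDNF*, at 23.2 and 15.5 FPKM, was under 2-fold apart and so below the fold that such a count asks for. Both genes are named after their values were seen.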

**Additional file 8: Table S4.** Number of DEGs between different groups in *O. tormota*.

**Additional file 9: Table S5.** 4605 differentially expressed genes in the brain between female and male *O. tormota*.

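Table S5 lists the unigenes that the authors called between the sexes, with a fold of the female over the male mean. The copy analysed held 1998 of these entries, 1140 marked as up and 858 as down in females. Of the entries marked as up, 487 had a log2 fold below 1, and of those marked as down 23 had a log2 fold above -1. Some folds in it divide by a mean near 0, as for *APOE*, where the male mean was 0.0833 FPKM and the female mean 8.69 FPKM.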

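Table S6 counts the called unigenes that fall in each KEGG pathway, by direction. A unigene can belong to several pathways, so these counts overlap: *GLUL* is a member of alanine, aspartate and glutamate metabolism and of nitrogen metabolism, and *MT-CO1* of oxidative phosphorylation and of cardiac muscle contraction. In the deposited table, 563 unigenes were assigned to the ribosome, 499 to oxidative phosphorylation and 235 to glycolysis.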

**Additional file 10: Table S6.** Statistical summary of KEGG pathway enrichment analysis at different hierarchies.

**Additional file 11: Table S7.** Summary of significantly differentially expressed genes related to auditory identified in the brain transcriptome.

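Table S7 names 1 unigene for each auditory-related gene. A gene can be split over several unigenes in a de novo assembly, and a fold for 1 of them need not be that of the gene. In the deposited table *Gpx1*, *Col11a1*, *Hes5* and *TECTA* each had 5 unigenes with the same Swiss-Prot gene name, from proteins of any species, *KCNK1* had 4, *PAFAH1B1* had 3, and *Cthrc1*, *Frzb*, *SOX10* and *TIMM13* had 1.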

## Data Availability

The data sets of sequencing reads have been deposited in the National Center for Biotechnology Information database (NCBI) and can be retrieved under the GEO accession number GSM5691958, GSM5691959, GSM5691960, and GSM5691961.

## Abbreviations

BP: Biological Process
CC: Cellular Component
DEGs: Differentially Expressed Genes
FPKM: Fragments of exon per kb per million fragments
FDR: False Discovery Rate
GO: Gene Ontology
KAAS: KEGG Automatic Annotation Server
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOG: Eukaryotic Ortholog Groups
MF: Molecular Function
NCBI: National Center for Biotechnology Information
NR: Non-redundant protein sequence database
PCP: Planar Cell Polarity pathway
Ptor: Principal nucleus of the torus semicircularis
qRT-PCR: Quantitative real-time Polymerase Chain Reaction
ROS: Reactive Oxygen Species
SON: Superior Olivary Nucleus

# Supplementary material for: Comparative transcriptome analysis provides insights into the molecular mechanisms of high-frequency hearing differences between the sexes of Odorrana tormota
**Source:** BMC Genomics. 2022 Apr 12;23:296. doi: 10.1186/s12864-022-08536-2
**Supplement:** Supplementary file 5 — Additional file 5: Figure S2. Species distribution based on the best hit of NR blast result. Different species are represented in different colors, and the size of the pie region represents the proportion of unigenes which were annotated to different species.

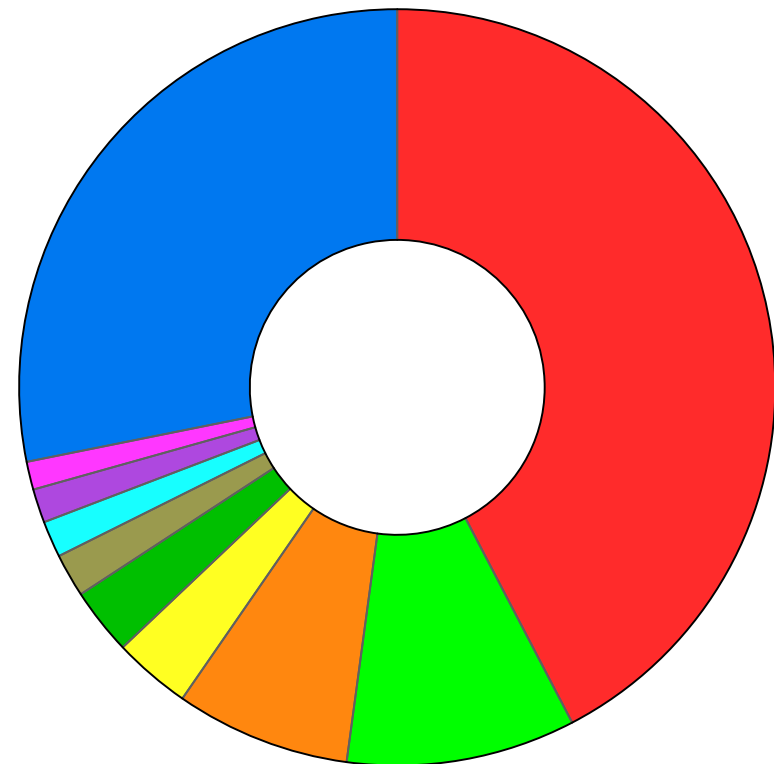

- *Xenopus (Silurana) tropicalis*, 20842 (42.34%)
- *Gallus gallus*, 4823 (9.80%)
- *Xenopus laevis*, 3682 (7.48%)
- *Larimichthys crocea*, 1631 (3.31%)
- *Oncorhynchus mykiss*, 1404 (2.85%)
- *Rana catesbeiana*, 912 (1.85%)
- *Meleagris gallopavo*, 767 (1.56%)
- *Chrysemys picta bellii*, 711 (1.44%)
- *Anolis carolinensis*, 590 (1.20%)
- *others*, 13860 (28.16%)

How the deposited data were processed for this re-analysis (not part of the article)

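Polyadenylated RNA of *O. tormota* brain tissue was measured by RNA-Seq in 4 libraries, each of them pooled in equal amounts from the RNA of several frogs: M1 and M2 from 4 males each, F1 and F2 from 2 females each. The FPKM values were made by the authors and used as deposited. As the paper describes it, the reads of all libraries were filtered with NGS QC Toolkit v2.3.3, assembled with Trinity and made non-redundant with TGICL, and the clean reads of each library were aligned to the unigenes with Bowtie2. The labels of the samples name cutadapt, FastQC, Salmon and edgeR instead, without versions, and which of these made the values could not be settled. The values are fractional and read counts were not used here, so no counting error could be given for a unigene. The paper reports mapped reads of 53749102 (83.57%) for F1, 54176430 (84.21%) for F2, 53780484 (83.31%) for M1 and 54003288 (83.87%) for M2. The number of unigenes with at least 1 FPKM was 52057, 50442, 56505 and 54614 in the same order. The table held 197684 unigenes with their lengths and annotations after 1 line without values was left out, and no reference genome was used.

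Unigenes with at least 1 FPKM in at least 2 libraries were kept (51457). log2(FPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), with sex as the only term, and an adjusted p (Benjamini-Hochberg) under 0.05 was the threshold. The residual degrees of freedom were 2 and the prior ones 2.03. DEGseq, the paper's test, works on reads and was not run. Fold counts are ratios of the sex means of FPKM + 0.5 over 2 and carry no test. The 31 KEGG pathways of Table S6, 22 gene lists written before the data were examined and 3 GO terms were tested with camera (preset correlation 0.01), and again with an estimated correlation and with fry, whose p tests whether a set moves and not whether it moves more than other genes. Libraries were compared by Pearson's r and average-linkage clustering. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

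The gene lists stood for cell types and states: neuron, oligodendrocyte and myelin, astroglia and radial glia, ependyma and motile cilia, choroid plexus, meninges and fibroblast, cartilage, endothelium and pericyte, red blood cell, immune cell, skeletal muscle, pituitary hormone, skin and gland secretion, liver secreted protein, retina and pineal photoreceptor, inner ear hair cell, immediate early gene, heat shock protein, steroid hormone and reproductive peptide, high-frequency hearing, glycolysis enzyme, and carbonic anhydrase with glutamine synthetase. Genes were named by a rule set before the data were examined: those of Tables S1 and S7 and the high-frequency hearing genes of the paper, 12 annotated unigenes per direction with the smallest p where none passed the threshold, and up to 4 members of each list or pathway with the highest mean FPKM. A gene outside this rule is said to be named after its values were seen.

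The test was checked on simulated data with 200 changed unigenes, where 2 unchanged unigenes were called and 5.05% of the unchanged ones had an unadjusted p under 0.05. A set of 60 unigenes shifted by 1 on the log2 scale had an adjusted p of 6.98e-45 in camera, and 0 of 20 unchanged sets were called. The simulated unigenes were drawn independently of each other, so this check does not cover sets whose members vary together. In the deposited values the estimated correlation was 0.233 for the ribosome and 0.187 for oxidative phosphorylation. Alternatives set before the data were examined were the number added before the logarithm (0.1 and 1), scaling by median ratios, quantile normalization, the replicate number as a block, leaving out each library, no filter and a mean of at least 5 FPKM, fold thresholds of 1.5 and 4, limma without a trend or with a robust prior, 1 unigene per gene name, and sums over unigenes. Restriction to unigenes with an amphibian match, removal of those with a bird or plant match, and a block that pairs the pools the other way were added after seeing the data. Results for a few genes are not reported here. The qRT-PCR folds were read by eye from Fig. 5b and only set beside the FPKM ratios, and the raw reads were not used here.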

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

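The tests on chicken matches, on bird matches listed at 0, on mitochondrially encoded genes and on the matches of the most abundant ribosomal protein unigenes below were chosen after the result was seen.

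More unigenes were over 2-fold higher in males than in females, and 3961 unigenes with a chicken match were above 0 in both male pools and listed at 0 in both female pools, a signal that the paper does not analyse. So were 2076 with a plant match, and the summed FPKM of plant matches was 4.69 times higher in males. RNA of a chicken in the male pools is a candidate explanation for a part: the summed FPKM of chicken matches was 2.60 times higher in males, and the amphibian-matched unigenes of the same Swiss-Prot gene names had a median of 0.09. For birds as a class the sum was 1.23 times higher in males (1.28 times for the highest male over the lowest female pool), under the 1.5 times set beforehand against this explanation, which was left open after the values were seen: of 11372 bird matches 8820 were listed at 0 in both female and 533 in both male pools (1557 and 1274 of the amphibian matches), so the female sum comes from a minority of them, and bird matches made up 16.8% of the male-high and 2.02% of the other unigenes. The split by sex gave 5161 and the highest of the other splits 3453, but 3 splits are too few for a share under 0.05; sex itself stays open and untested, 2353 of the 3454 male-high unigenes have no NR match, and RNA in the pools cannot be told apart from reads carried over between libraries.

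The pathways of translation and energy metabolism were higher in males. Their bird-matched members had a median of -2.36 and their plant-matched members of -2.29, while their amphibian-matched members had a median of -0.03, so RNA of other organisms may account for a large part. It does not cover the 53 mitochondrially encoded unigenes with a frog match that were male-high, since all 53 were above 0 in F2, which argues against a bird as their source. RNA of other frogs in F2, M1 and M2 stays open for these. Over 11 mitochondrially encoded genes, the most abundant unigene had a median of -0.083, with a range from -4.656 to 0.083. Far on the male side were *MT-CO2* (-4.656) and *MT-ND4* (-3.532), which matched *Fejervarya*, and *MT-ND4L* (-2.105), all listed at 0 in F1. The 53 unigenes made up 77.9% of the amphibian-matched male-high members, under the 80% set for the test. Differences between the sexes in these pathways stay open and were not tested apart from these.

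Ribosomal protein unigenes were higher in males, 127 of 215 by over 2-fold, and 125 of these were under 0.5 FPKM in both female pools. The most abundant unigene per ribosomal protein gene had a median of -0.15, which is in line with RNA of another organism in 1 or both male pools. Of these most abundant unigenes 55 were over 2-fold higher in males, and 50 of the 55 had a plant match, while the 42 with an amphibian match had a median of -0.08 and 1 of them was over 2-fold higher in males. Sex stays open as untested.

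Of the unigenes that matched the frog genus *Fejervarya*, 10 were over 2-fold higher in males. Of those with a mouse Swiss-Prot match and with a higher E-value in NR or no NR match, 353 were above 0 in both female pools. These 353 were listed at 0 in both male pools.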

How the results depend on the processing

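Over all alternatives, the genes of Tables S1 and S7, the high-frequency hearing genes, *EGR1*, *FBXL15*, the unigenes named for the smallest p, and the called pathways and lists kept their direction and side of the threshold in 524 cases, were weaker in 68, stronger in 25 and reversed in 18. Over all 31 pathways, called or not, the test took the other side in 67 of 496 cases, and over all 25 lists and terms in 42 of 397. The alternatives restricted by best match were chosen after seeing the data. Unless a cause is given, the cause was not tested.

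limma called 0 unigenes, also with the replicate block (4947 at an unadjusted p under 0.05). Leaving out a library gave 0 (F1 or F2) to 1385 (M2; M1 1373), no trend gave 1251 and an unadjusted p with a fold over 2 gave 3764. Among the auditory genes leaving out a library gave 0 (F1) to 1 (M1 or M2), *TIMM13*, whose female pools were both listed at 0.

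The count over 2-fold apart was 11613 at a fold over 1.5 and 1413 over 4, by construction, 31989 with no filter, 602 with a mean of at least 5 FPKM, 461 among amphibian matches, and 6965 (without M2) to 7903 (without F2). Between the female pools it was 15245, 1582, 36785 and 1051 under the first 4 of these, and between the male pools 13250, 1107, 37684 and 695. The lowest r within a sex less the highest between the sexes was 0.0180. It reversed to -0.0242 with a mean of at least 5 FPKM and to -0.0131 among amphibian matches, where F2 clustered with M1 and M2.

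Of the pathways, 19 were called with no filter, 3 with a mean of at least 5 FPKM, 4 among amphibian matches, 2 without bird and plant matches, 0 with an estimated correlation, 6 with 1 unigene per gene, and 8 (without F1) to 15 (without M1 or M2). Reversed tests had these medians: glycolysis 0.0561 with a mean of at least 5 FPKM, 0.0561 among amphibian matches and 0.0367 without bird and plant matches; plant-pathogen interaction -0.0510, 0.214 and 0.0906 in the same order; with a mean of at least 5 FPKM carbon fixation 0.00119, fatty liver disease 0.0756 and Huntington's disease 0.0591; with 1 unigene per gene oxidative phosphorylation 0.0582, cardiac muscle 0.0738, fatty liver disease 0.0837, Alzheimer's 0.0567, Parkinson's 0.0467 and Huntington's disease 0.0618; *E. coli* infection 0.0245 among amphibian matches.

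Of the gene lists, 1 was called with a mean of at least 5 FPKM, 0 with an estimated correlation, 1 with fry, and 2 (without M1) to 10 (without F1). The liver list turned to the male side among amphibian matches (median 0.22), and the heat shock list with all unigenes of each name (0.0179), though both medians were positive. The fold and the test cannot say how precise a unigene near 0 is, since its depth is unknown.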

Differences from the paper's values

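In Table S2 the paper gives 947580 unigenes of at least 0.5 kb, more than all unigenes of its assembly, and the deposited lengths gave 94757. The paper's shortest length in that table is 79301 bp, above its own longest unigene, and the deposited lengths gave 301 bp. No alternative applies to these lengths.

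Between F1 and F2 the paper called 4846 unigenes, 1867 of them higher in F1, with DEGseq at a fold over 2 and FDR under 0.05; the fold alone gave 7358 and 3301. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with 1 added to each FPKM (5080) and with quantile normalization (6531), and not with 0.1 added (9880), scaling by median ratios (7361), a fold over 1.5 (15245) or over 4 (1582), no filter (36785) or a mean of at least 5 FPKM (1051). The number higher in F1 came within it with 1 added (2212) and with none of the others.

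Between the sexes the paper called 4605 unigenes, 1140 higher in females and 3465 higher in males, with DEGseq at a fold over 2 and FDR under 0.05, and limma called 0, with 0 in each direction and 6238 at an unadjusted p under 0.05. These are different tests: limma took the pools as replicates, and its threshold asked for no fold. The counts came within the paper's when an unadjusted p under 0.05 with a fold over 2 was used (3764, with 1047 and 2717). They did not without M1 (1373), without M2 (1385) or without a trend (1251), nor with the other alternatives set before the data were examined, which called 0: the number added, both scalings, the replicate block (0, with 4947 at an unadjusted p under 0.05), leaving out F1 or F2, both filters and a robust prior. *TIMM13*, which the paper calls, had an adjusted p of 0.110 with all libraries and was called without M1 or without M2, where its test rests on 2 female pools listed at 0 and a lone male pool.

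The qRT-PCR folds of females over males in Fig. 5b, read by eye and from another assay, differed from the ratios of mean FPKM for 5 unigenes: *Cthrc1* at about 1.0 against 1.93, *Frzb* at about 1.1 against 2.22, *Col11a1* at about 3.5 against 1.57, comp199868_c0_seq1 at about 0.6 against 0.392 and *HUWE1* at about 0.57 against 0.281. No alternative was set for these.

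The paper states that most genes of organismal systems were up in females. Its Table S6 lists 5 such pathways as up and 3 as down, with hits that sum to 46 and 80; a unigene can be a hit of several pathways, so these are not numbers of genes. Counted once each, 28 of the pathways' unigenes were over 2-fold higher in females and 94 in males in the deposited values. The copy of Table S5 that was read holds only a part of the paper's entries.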

Other observations

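The mouse test below was chosen after the result was seen. Cell type lists held genes that differed widely between single pools, and tissue content itself was not tested. Skeletal muscle genes stood highest in F2: the calcium pump ATP2A1 was 0.149 FPKM in F1, 652 in F2, 2.64 in M1 and 15.1 in M2, and *TCAP* was 33.7, 396, 17.3 and 29.7. The muscle list had 10 of 13 tested members over 2-fold higher in females (adjusted p = 0.0560 in camera), was called without F1 (adjusted p = 5.84e-10) and with 5 other alternatives (smallest 0.00461, with the replicate block) and turned to -0.80 without F2. The pituitary list had a median of -0.48 while its test lay on the female side (adjusted p = 0.814), and it was called on the female side without F1 (adjusted p = 2.75e-05) and on the male side without F2 (adjusted p = 0.00250). Skin and gland genes had a median of -0.40 (adjusted p = 0.114) and were called without F2 (0.0128), without M2 (0.0449) and among amphibian matches (0.0450), with *KRT19* at 24.6, 193, 210 and 60.8 FPKM. Among red blood cell genes (median -0.03, adjusted p = 0.984) a frog beta hemoglobin was 1562, 6391, 8559 and 4962 FPKM. Immune genes had a median of -0.04 with a test on the female side (adjusted p = 0.792), and *LGALS3* was 6.62, 20.3, 86.6 and 9.36 FPKM.

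The neuron list was not called with all libraries: it had a median of -0.11 (adjusted p = 0.314) and was called on the male side without F1 (adjusted p = 0.0295), with the synaptic *SNAP25* at 956, 719, 910 and 849 FPKM. Astroglia had a median of 0.11 (adjusted p = 0.455), with the glutamate transporter *SLC1A3* at 230, 212, 175 and 192. The other medians were 0.12 for ependyma (adjusted p = 0.610), 0.41 for choroid plexus (adjusted p = 0.180), -0.10 for meninges (adjusted p = 0.944), 0.27 for endothelium (adjusted p = 0.4999), 0.31 for retina and pineal (adjusted p = 0.4999) and 0.25 for carbonic anhydrases with glutamine synthetase (adjusted p = 0.180). Without F1 the meninges (0.0122), retina (0.0278) and carbonic anhydrase (0.0414; no filter 0.0417) lists were called on the female side, and without F2 the meninges list was called on the male side (0.0128). *EGR1* differed by 0.33 (adjusted p = 0.525 in limma) and *FBXL15* by -0.19 (adjusted p = 0.730).

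Liver protein unigenes were higher in females, and RNA of a mouse in the female pools is a candidate explanation. Among female-high unigenes with a Swiss-Prot match, 11.0% had a mouse match there and a higher E-value in NR or no NR match. This was 0.675% of the others, a ratio of 16.3, and for human proteins the ratio was 2.32. The ratio for human proteins also met the bound set for the mouse test, so meeting that bound is not particular to mouse matches. A source of these reads inside or outside the pools, and sex, stay open.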
